# Inflammation causes insulin resistance in mice via interferon regulatory factor 3 (IRF3)-mediated reduction in FAHFA levels

**DOI:** 10.1038/s41467-024-48220-5

**Published:** 2024-05-30

**Authors:** Shuai Yan, Anna Santoro, Micah J. Niphakis, Antonio M. Pinto, Christopher L. Jacobs, Rasheed Ahmad, Radu M. Suciu, Bryan R. Fonslow, Rachel A. Herbst-Graham, Nhi Ngo, Cassandra L. Henry, Dylan M. Herbst, Alan Saghatelian, Barbara B. Kahn, Evan D. Rosen

**Keywords:** Obesity, Fat metabolism, Lipidomics

## Abstract

Obesity-induced inflammation causes metabolic dysfunction, but the mechanisms remain elusive. Here we show that the innate immune transcription factor interferon regulatory factor (IRF3) adversely affects glucose homeostasis through induction of the endogenous FAHFA hydrolase androgen induced gene 1 (AIG1) in adipocytes. Adipocyte-specific knockout of IRF3 protects male mice against high-fat diet-induced insulin resistance, whereas overexpression of IRF3 or AIG1 in adipocytes promotes insulin resistance on a high-fat diet. Furthermore, pharmacological inhibition of AIG1 reversed obesity-induced insulin resistance and restored glucose homeostasis in the setting of adipocyte IRF3 overexpression. We, therefore, identify the adipocyte IRF3/AIG1 axis as a crucial link between obesity-induced inflammation and insulin resistance and suggest an approach for limiting the metabolic dysfunction accompanying obesity.

## Abstract (web summary)

Inflammation promotes insulin resistance in adipocytes, but the mechanism is unclear. Here, the authors show that the inflammatory transcription factor IRF3 drives expression of AIG1, which encodes a hydrolase that breaks down a class of insulin-sensitizing lipid called FAHFAs.

## Introduction

In the setting of persistent caloric excess, pathological white adipose tissue (WAT) expansion is accompanied by a state of chronic inflammation, sometimes termed “meta-inflammation”, leading to insulin resistance and, potentially, type 2 diabetes^1^. WAT inflammation is associated with recruitment^2,3^ and proliferation^4^ of macrophages and other immune cells, which secrete a variety of proinflammatory cytokines^5^. These cytokines, combined with other inflammatory stimuli that increase in obesity (e.g., LPS from the gut and cell-free DNA from dying adipocytes)^6,7^, cause insulin resistance and related metabolic dysfunction.

Despite clear data demonstrating the role of inflammation in insulin resistance, the mechanism by which this occurs is still unclear. Most attention has focused on the acute effects of inflammation on proximal insulin signaling, despite evidence suggesting that the time course over which cytokine signals work (minutes to a few hours) is not concordant with the time course over which insulin action is affected (several hours to days)^8^. An alternative explanation is that inflammatory factors activate critical transcriptional pathways that alter the receptiveness of WAT and other tissues to insulin. This notion is bolstered by observations that several transcription factors (e.g., PPARγ) are known to alter insulin sensitivity, an effect shared by drugs or genetic manipulations that affect chromatin structure^9–11^.

It is common to invoke increased activity of nuclear factor κB (NF-κB) in the setting of inflammation. NF-κB is sequestered in the cytosol bound to the inhibitor IκB protein until phosphorylation of IκB by IKKβ releases it to enter the nucleus^12^. Manipulations of IKKβ show the predicted effects on insulin action, especially in the liver^13^. This effect, however, is likely to be independent of NF-κB, given that (a) IKKβ also phosphorylates insulin signaling proteins directly^14^, (b) overexpression of the active p65 subunit of NF-κB in adipocytes maintains insulin sensitivity in both age-related and diet-induced obesity in mice, despite proinflammatory gene expression in adipose tissue^15,16^, and (c) mice lacking the regulatory p50 subunit have increased NF-κB activity and yet display resistance to diet-induced obesity and preserved insulin action^17,18^. Taken together, these studies indicate that transcriptional pathways other than NF-κB must mediate the effect of inflammation on insulin resistance. These observations also suggest that the classic proinflammatory cytokine portfolio induced by NF-κB and similar transcription factors may not be driving forces in insulin resistance, as is commonly assumed.

Another class of transcription factors with major roles in both innate and adaptive immunity are the interferon regulatory factors (IRFs), comprised of 9 members (IRF1–IRF9). IRFs have been implicated in a wide range of immune functions, including lymphopoiesis, macrophage differentiation, and antiviral defense^19^. We have previously determined the role of several IRFs in adipogenesis^20^ and further demonstrated that IRF4 is an important regulator of adipocyte lipolysis^21^ and thermogenesis^22^. The family member most associated with transducing proinflammatory signals is IRF3^23^. IRF3 expression is induced in the adipose tissue of people and rodents with obesity^24^, and mice lacking IRF3 globally are resistant to diet-induced obesity, an effect recapitulated in mice lacking IRF3 specifically in adipocytes. Conversely, expression of a constitutively active form of IRF3 in adipocytes promotes weight gain^25^. This effect on adiposity is mediated by direct activation of *Isg15* gene expression and protein ISGylation in adipocytes, which results in reduced glycolysis and lactate production and strongly dampens adipose thermogenesis^25^. In addition to repressing thermogenesis, IRF3 in adipocytes may also exert weight- and ISGylation-independent effects on insulin sensitivity and glucose homeostasis, although this was not proven definitively, and no downstream mechanism has been identified^25^. This is in contrast to liver, where IRF3 was shown to impact hepatic insulin action through the direct induction of the protein phosphatase 2 A (PP2A) subunit *Ppp2r1b*^26^.

Here we find that inflammatory stimuli modulate insulin action in adipocytes in a cell autonomous and IRF3-dependent manner. High-fat fed adipocyte-specific *Irf3* deficient (FI3KO) mice studied at thermoneutrality exhibit improved insulin and glucose tolerance, while adipocyte-specific overexpression of *Irf3* (FI3OE) promotes glucose intolerance and insulin resistance on HFD, also in a weight-independent manner. Mechanistically, we identify AIG1, an endogenous hydrolase of fatty acyl esters of hydroxy fatty acids (FAHFAs), as a downstream target of IRF3. Overexpression of AIG1 in adipose tissue impairs insulin and glucose tolerance in FI3KO mice. In addition, a novel small molecule inhibitor of AIG1 raises FAHFA levels and attenuates HFD-induced insulin resistance and glucose intolerance in FI3OE mice. These findings uncover a defined and direct mechanism by which inflammation impairs adipose insulin sensitivity and glucose homeostasis in obesity.

## Results

### Activation of toll-like receptors 3 and 4 provokes insulin resistance in cultured adipocytes in an IRF3-dependent manner

TLR4 activation has been shown to reduce insulin-stimulated glucose uptake in adipocytes^27^. We first sought to recapitulate this effect in cultured adipocytes derived from mouse stromal vascular fraction (SVF). Treatment with LPS for 2 days led to a dose-dependent decrease in insulin-stimulated glucose uptake (Fig. 1a). LPS treatment also increased phosphorylation of murine IRF3 at serine 388 (Fig. 1b), which is known to promote nuclear translocation, dimerization, and binding to DNA^28^.

**Fig. 1:**
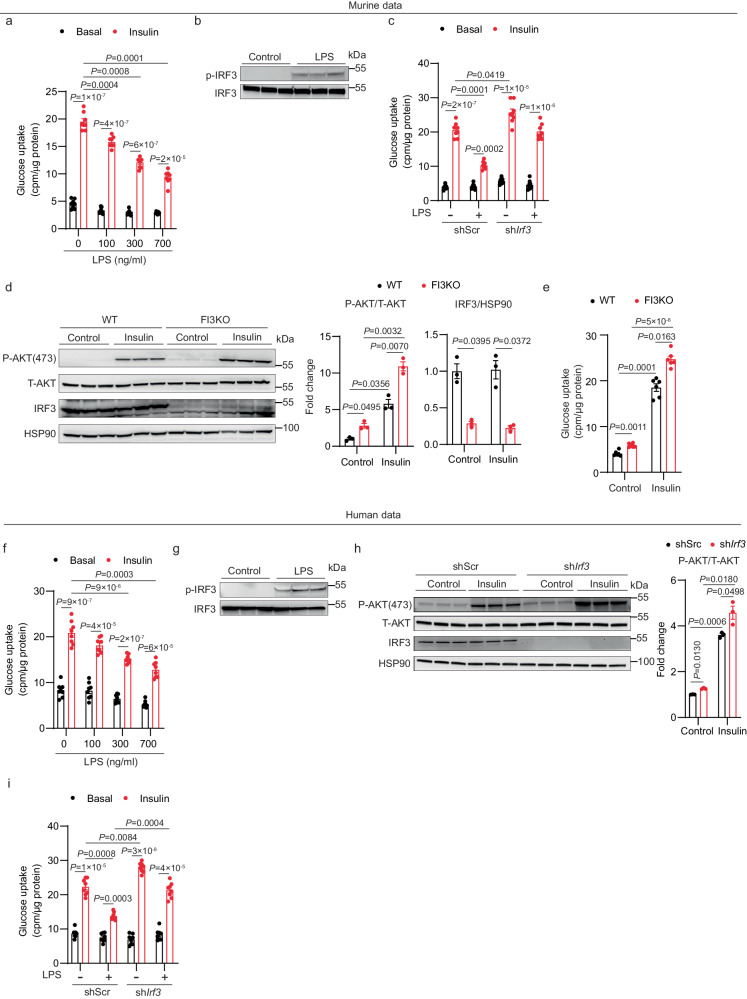
IRF3 mediates insulin resistance in response to TLR4 ligands in cultured adipocytes. **a** Glucose uptake in mouse adipocytes after treatment with varying doses of LPS for 2 days (*n* = 8). **b** Western blot showing phosphorylation of murine IRF3 (S388) in mouse adipocytes after 30 min of LPS (700 ng/ml) treatment. **c** Glucose uptake in mouse adipocytes transduced with lentivirus expressing shRNA against *Irf3* or shScr control hairpin in the absence or presence of LPS (700 ng/ml) (*n* = 8). **d** Western blot of pAKT (S473) and IRF3, **e** Glucose uptake (*n* = 6) in WT and FI3KO SVF-derived adipocytes treated with control or 100 nM insulin. **f** Glucose uptake in human SGBS adipocytes after treatment with varying doses of LPS for 2 days (*n* = 8). **g** Western blot showing phosphorylation of human IRF3 (S396) in human SGBS adipocytes after 30 mins of LPS (700 ng/ml) treatment. **h** Western blot of pAKT (S473) and IRF3 in human SGBS adipocytes transduced with lentivirus expressing shRNA against *Irf3* or a scrambled control hairpin (shScr). **i** Glucose uptake in human SGBS adipocytes transduced with lentivirus expressing shRNA against *Irf3* or shScr control hairpin in the absence or presence of LPS (700 ng/ml) (*n* = 8). Statistical significance was assessed by *three-way* ANOVA (**c** and **i**) or *two-way* ANOVA (**a,** **d,** **e,** **f**, and **h**). Data are expressed as mean ± SEM.

To determine whether IRF3 is required for LPS-induced insulin resistance, we knocked down IRF3 in mature adipocytes using a doxycycline-inducible lentivirus. Knocking down IRF3 abolished the suppressive effect of LPS treatment on glucose uptake (Fig. 1c). We next isolated primary mouse inguinal SVF cells from *Irf3*^*flox/flox*^ mice for in vitro differentiation into mature adipocytes, and then infected these cells with AAV-GFP (WT) or AAV-GFP-Cre (FI3KO). In mature adipocytes, IRF3 deletion led to a robust decrease in the expression of IRF3 target genes, including *Ccl5*, *Ifit1*, and *Isg15* (Supplementary Fig. 1a). Importantly, there was no significant difference in differentiation state between WT and FI3KO cells, as determined by the expression of mature adipocyte marker genes (Supplementary Fig. 1b). We observed higher p-AKT levels in FI3KO adipocytes compared with WT cells even in the absence of insulin, supporting the idea that endogenous adipocyte IRF3 represses basal Akt phosphorylation (Fig. 1d). Consistent with the signaling data, ablation of IRF3 enabled increased insulin-induced glucose uptake; a much smaller effect of IRF3 on glucose uptake was also observed in the absence of insulin (Fig. 1e). Finally, FI3KO adipocytes displayed greater sensitivity to the anti-lipolytic effects of insulin (Supplementary Fig. 1c).

To confirm these findings in human adipocytes, we used the Simpson-Golabi-Behmel syndrome (SGBS) preadipocyte cell strain^29^. As seen in mouse adipocytes, LPS treatment of human adipocytes led to a dose-dependent decrease in insulin-stimulated glucose uptake and an increase in IRF3 phosphorylation (Fig. 1f, g). Knockdown of IRF3 in SGBS cells abolished the suppressive effect of LPS treatment on insulin sensitivity, as measured by p-Akt and glucose uptake (Fig. 1h, i).

IRF3 can also be activated through TLR3 signaling [e.g., polyinosinic-polycytidylic acid (poly I:C) treatment]^30^. We therefore determined the effect of the TLR3/IRF3 signaling axis in regulating glucose uptake in mouse SVF-derived adipocytes and human SGBS cells. Poly I:C treatment robustly decreased insulin-stimulated glucose uptake and increased phosphorylation of IRF3 in mouse SVF-derived adipocytes (Supplementary Fig. 1d, e). shRNA-mediated reduction of IRF3 fully abrogated poly I:C–induced insulin resistance in these cells (Supplementary Fig. 1f). Similar data were obtained from human adipocytes treated with poly I:C (Supplementary Fig. 1g-i).

### Constitutively active IRF3 induces insulin resistance in mouse and human adipocytes

We have shown that the double-mutant murine *Irf3* allele (S388D/S390D; hereafter designated as IRF3-2D) is constitutively active in vitro^25^. Concordant with the loss-of-function studies just described, overexpression of IRF3-2D in mouse SVF-derived adipocytes led to a significant decrease in insulin-stimulated glucose uptake and p-Akt in the absence of upstream activators (Fig. 2a). We also isolated mouse inguinal SVF cells from Irf3-2D mice, differentiated them into mature adipocytes, and infected these cells with AAV-GFP (WT) or AAV-GFP-Cre (FI3OE). IRF3 overexpression in mature adipocytes markedly increased the expression of target genes, without affecting adipogenesis (Supplementary Fig. 2a, b). FI3OE cells displayed decreased insulin-stimulated AKT phosphorylation and glucose uptake compared with WT cells; insulin was also less able to suppress lipolysis in these cells (Fig. 2b, c and Supplementary Fig. 2c). Human SGBS cells behaved similarly when IRF3-2D was expressed, showing reduced insulin-stimulated p-AKT and glucose uptake (Fig. 2d, e**)** in SGBS cells. Taken together with the loss-of-function studies, these data strongly suggest that adipocyte IRF3 is both necessary and sufficient to promote insulin resistance in adipocytes, and that it does so in a cell-autonomous and species-independent manner.

**Fig. 2:**
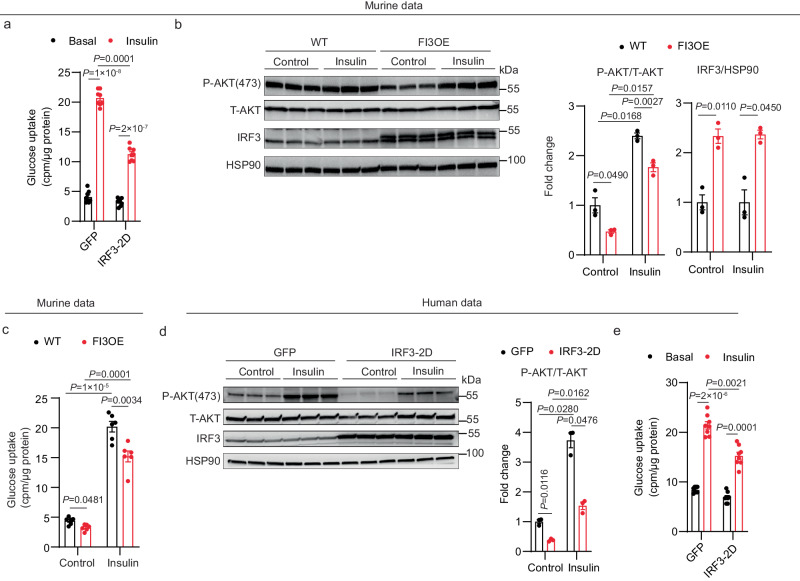
IRF3 promotes insulin resistance in cultured mouse and human adipocytes. **a** Glucose uptake in mouse adipocytes expressing GFP or constitutively active IRF3-2D mutant (*n* = 8). **b** Western blot of pAKT (S473) and IRF3 in WT and FI3OE SVF-derived adipocytes treated with control or 100 nM insulin. **c**, Glucose uptake (*n* = 6) in WT and FI3OE SVF-derived adipocytes treated with vehicle or 100 nM insulin. **d** Western blot of pAKT (S473) and IRF3 in human SGBS adipocytes transduced with lentivirus expressing GFP or IRF3-2D. **e** Glucose uptake in human SGBS adipocytes expressing GFP or IRF3-2D mutant (*n* = 8). Statistical significance was assessed by two-way ANOVA. Data are expressed as mean ± SEM.

### Adipocyte-specific knockout of *Irf3* attenuates HFD-induced insulin resistance in mice at thermoneutrality

In our previous work, we demonstrated that fat-specific IRF3 knockout (FI3KO) mice have increased adipose thermogenesis and are protected from diet-induced obesity^25^, which confounds the ability to determine whether changes in insulin sensitivity are dependent or independent of changes in adiposity. To avoid this issue, we housed mice under thermoneutral (TN) conditions (30 °C) at which there is no requirement for adaptive thermogenesis to maintain body temperature (Supplementary Fig. 3a)^31^. After 16 weeks of HFD feeding, weight gain, adiposity, and food intake were not different between male FI3KO and WT mice (Supplementary Fig. 3b–d). However, despite the absence of protection from diet-induced obesity, FI3KO mice exhibited markedly improved insulin sensitivity and glucose tolerance (Fig. 3a-c). Consistent with the improved glycemia, FI3KO mice exhibited significantly increased insulin-stimulated AKT phosphorylation within epidydimal white adipose tissue (eWAT), inguinal WAT (iWAT), skeletal muscle, and liver, but not brown adipose tissue (BAT) (Fig. 3d). To understand the tissue-specific basis of the insulin sensitivity phenotype in FI3KO mice at a more quantitative level, we performed insulin-stimulated glucose uptake of ^14^C-2-deoxyglucose in vivo in HFD-fed mice. Glucose uptake by BAT, iWAT, eWAT, quadriceps muscle, and heart was significantly increased in FI3KO mice compared to WT controls, indicating that the improved insulin sensitivity in FI3KO mice may result from greater glucose uptake into a wide range of insulin-sensitive tissues (Fig. 3e). Taken together, these results indicate that IRF3 deficiency in adipocytes is sufficient to attenuate obesity-induced insulin resistance at thermoneutrality.

**Fig. 3:**
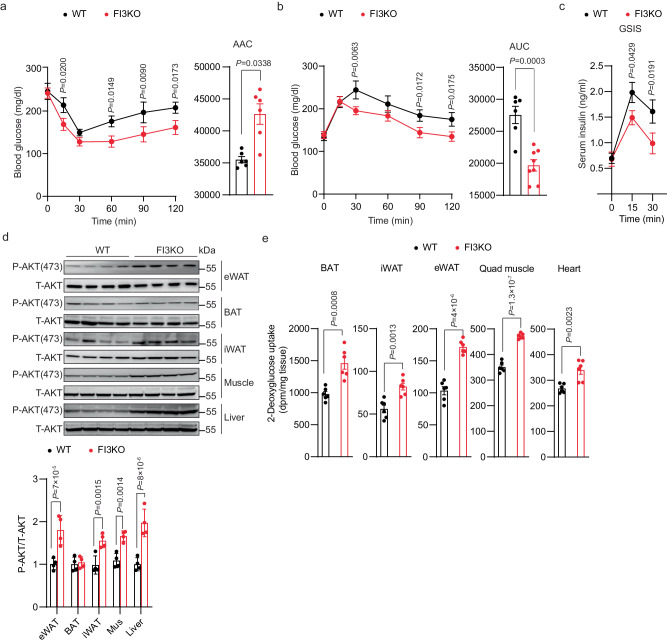
Adipocyte-specific knockout of *Irf3* attenuates HFD-induced insulin resistance in mice at thermoneutrality. Metabolic analysis of male WT and FI3KO mice (*n* = 10) after 16 weeks of HFD feeding at thermoneutrality, including insulin tolerance test (**a**), glucose tolerance test (**b**), ad lib fed serum insulin levels (**c**), immunoblotting for P-AKT (S473) protein levels in eWAT, BAT, iWAT, muscle, and liver (**d**), in vivo 2-deoxyglucose uptake in BAT, iWAT, eWAT, quadriceps muscle and heart (**e**). Statistical significance was assessed by *two-way* ANOVA (**a**–**c**) or two-tailed Student’s *t* test (**d**, **e**). Data in all panels are expressed as mean ± SEM.

### Adipocyte-specific overexpression of *Irf3* promotes HFD-induced insulin resistance in mice at thermoneutrality

To further investigate the role of adipocyte IRF3 in insulin sensitivity, we used a line of knock-in mice (FI3OE) in which IRF3 is constitutively activated in adipocytes without the need for an external stimulus like LPS or poly I:C. FI3OE mice display enhanced weight gain when housed at 23 °C^25^. After 16 weeks of HFD feeding at thermoneutrality, however, weight gain, adiposity, and food intake were comparable between FI3OE and WT mice (Supplementary Fig. 3e–g). Despite weighing the same as control mice, FI3OE mice exhibited markedly impaired insulin sensitivity and glucose tolerance (Fig. 4a–c). FI3OE mice exhibited a significant decrease in insulin-stimulated AKT phosphorylation in eWAT, BAT, iWAT, skeletal muscle, and liver (Fig. 4d). Consistent with this, glucose uptake by BAT, iWAT, eWAT, quadriceps muscle, and heart was significantly decreased in FI3OE mice compared to WT controls (Fig. 4e).

**Fig. 4:**
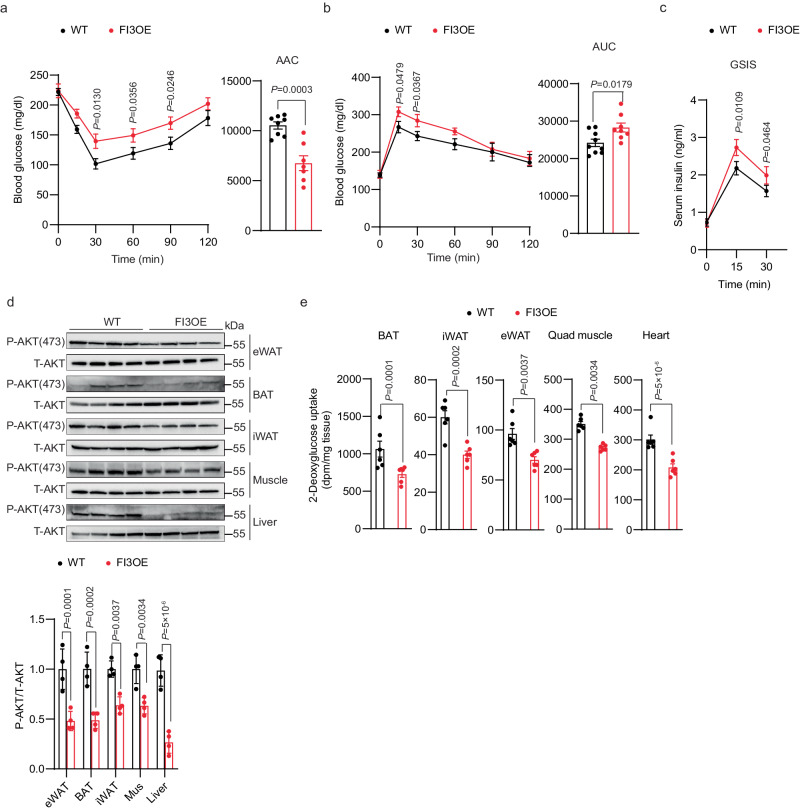
Adipocyte IRF3 promotes HFD-induced insulin resistance at thermoneutrality. Metabolic analysis of male WT and FI3OE mice (*n* = 10) after 16 weeks of HFD feeding at thermoneutrality, including insulin tolerance test (**a**), glucose tolerance test (**b**), serum insulin levels (**c**), immunoblotting for pAKT (S473) protein levels in eWAT, BAT, iWAT, muscle and liver (**d**), in vivo 2-deoxyglucose uptake in BAT, iWAT, eWAT, quadriceps muscle, and heart (**e**). Statistical significance was assessed by two-way ANOVA (**a**–**c**) or two-tailed Student’s *t* test (**d**, **e**). Data in all panels are expressed as mean ± SEM.

### IRF3 drives AIG1 expression, leading to reductions in intracellular FAHFA levels

The finding that manipulating IRF3 levels in adipocytes affects insulin sensitivity in other tissues suggested that IRF3 might alter adipokine secretion or action. To address this possibility, we co-cultured WT SVF-derived adipocytes with conditioned medium from either WT SVF-derived adipocytes (WT-CM), FI3KO SVF-derived adipocytes (FI3KO-CM), or FI3KO SVF-derived adipocytes treated with proteinase K (FI3KO-CM + PK). Surprisingly, both FI3KO-CM and FI3KO-CM + PK markedly increased p-AKT in WT adipocytes compared with WT-CM, indicating that a protease-insensitive substance(s) from FI3KO adipocytes can enhance insulin signaling (Fig. 5a).

**Fig. 5:**
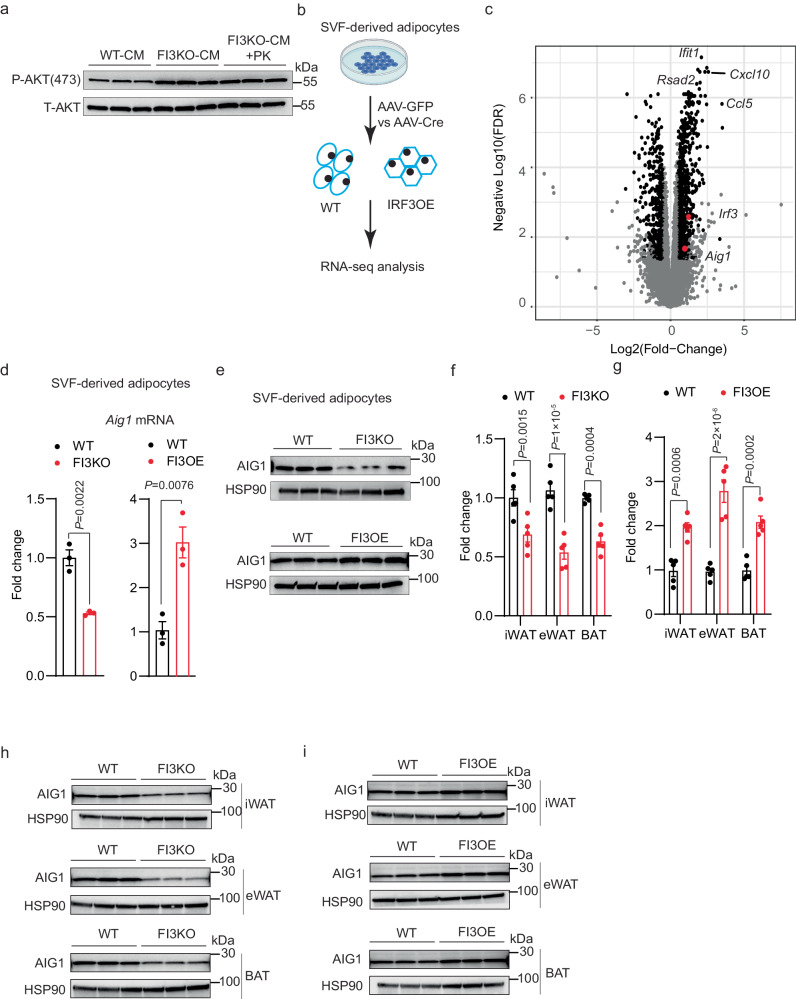
IRF3 increases the transcription of AIG1 in adipocytes. **a** Western blot of pAKT (S473) in WT SVF-derived adipocytes pre-treated with indicated conditioned medium plus insulin (100 nM) for 30 min. **b** Scheme showing the experimental paradigm used to identify IRF3 target genes by RNA-sequencing. Created with Biorender.com. **c** Volcano plot of RNA-seq dataset from (**b**). Genes that meet both significance and abundance are shown in black. *Irf3* and *Aig1* are marked in red. mRNA levels of *Aig1* (*n* = 3) (**d**) and western blot (**e**) of AIG1 in WT and FI3KO, FI3OE SVF-derived adipocytes. mRNA levels of *Aig1* in iWAT, eWAT, and BAT from WT, FI3KO (**f**) and FI3OE mice (**g**) (*n* = 5). **h** Western blot of AIG1 in iWAT, eWAT, and BAT of WT and FI3KO mice (*n* = 3). **i** Western blot of AIG1 in iWAT, eWAT, and BAT of WT and FI3OE mice (*n* = 3). Statistical significance was assessed by two-tailed Student’s *t* test. Data in all panels are expressed as mean ± SEM.

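Of 16105 genes tested in the 6 libraries, 583 met both the false discovery rate and the fold-change cutoff. Expression was higher in FI3OE for 321 of them and lower for 262. Leaving out the fold-change cutoff moved the count most, to 5960 genes. With both cutoffs kept, the fit that held all 18 libraries of the study moved it most, to 342 genes. Ccl5, Ifit1 and Isg15, which the paper uses elsewhere as IRF3 targets, were among those that met both cutoffs. Ifit1 (chromosome 19) rose from 222.8 ± 6.4 CPM in WT to 940.1 ± 32.2 CPM in FI3OE (SD, n = 3 each), a log2 fold change of 2.08 (standard error 0.040, adjusted p = 1.63e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 1.97 for Rsad2, 1.88 for Isg15, 2.45 for Cxcl10, 3.46 for Ccl5 and 1.51 for Ccl2. Over 19 alternatives the adjusted p of Ccl2 ranged from 6.82e-75 to 0.116, with the highest value in the 18-library fit and at most 7.77e-07 when single libraries were left out. In the 18-library fit its log2 fold change was 1.52, with a standard error of 0.567 against 0.069 in the main fit. Among genes with a mean log2 CPM of at least 1 and no overlap between the groups, which chance alone gives for 10% of genes at 3 libraries against 3, the largest rises were those of Cngb3 (log2 fold change 3.60), Ccl5, Tgtp1 (3.02), Ifit3b (2.45) and Cxcl10. The largest falls with reads in both groups were those of Scd3 (log2 fold change -3.58), Derl3 (-2.95), Itih4 (-2.94) and a transcript that M21 does not hold, ENSMUST00000238672.1 (-2.78), whose adjusted p rose to 0.247 in the 18-library fit. Another such transcript, ENSMUST00000238526.1, had 15.8 ± 10.6 CPM in WT (SD, n = 3) and no read in FI3OE, so that it was at least 124-fold lower against a floor of 3 reads, and at least 76.4-fold lower without WT replicate 1. Its adjusted p was 2.32e-05, and 0.065 with robust dispersion estimates, both in edgeR's quasi-likelihood test. Both entries are single transcripts and not whole genes. The floor of 3 reads does not cover error in how reads were assigned among transcripts. A fall of a whole gene can therefore not be read from either. Of 19 genes that the paper names for IRF3, FAHFAs or glucose metabolism in adipocytes, 18 were tested. An adjusted p of 0.05 or less was found for 14 of them over all genes tested, for 14 when adjusted over the list alone, and 6 also met the fold-change cutoff. The adipocyte genes changed less. The log2 fold change was 0.42 for Adipoq, -0.48 for Slc2a4, 0.08 for Fabp4, 0.02 for Pparg and 0.01 for Cebpa. Those of Pparg and Cebpa changed sign when single libraries were left out. Fabp4 had an adjusted p of 0.104 in edgeR's quasi-likelihood test, which ranged from 0.0213 to 0.824 over the alternatives and was 0.0305 without WT replicate 1. The adjusted p ranged from 1.42e-28 to 0.402 for Adipoq and from 1.26e-20 to 0.0921 for Slc2a4, in both with the highest value in the 18-library fit. Their log2 fold changes in that fit were 0.42 and -0.48, with larger standard errors.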

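Lists of related genes were compared with all other genes by limma's camera test with a preset correlation between genes of 0.01, two-sided, and 7 lists had enough genes for a test. All 38 interferon-stimulated genes tested were higher in FI3OE, with a median log2 fold change of 1.36 (adjusted p = 6.52e-30 from limma's camera). The median log2 fold change of 18 adipocyte marker genes was 0.04 (adjusted p = 0.702 from the same limma test), with 11 genes higher and 7 lower, and that of 16 lipogenic genes was 0.30 (adjusted p = 0.0821 from the same limma test), with 11 higher and 5 lower. Camera with preset correlation called 3 lists, interferon-stimulated, p53 target and ER chaperone genes. Limma's fry called these 3 and 3 more, adipocyte marker, lipogenic and NF-kB target genes. With the correlation estimated from the 6 libraries, camera called 1 list, p53 target genes, while the interferon-stimulated genes had an adjusted p of 0.14 in that limma test.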

IRF3 is a transcription factor, and so we sought to identify gene targets that could be credibly linked to changes in levels of insulin-sensitizing metabolites or lipids. 

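Cells of the inguinal SVF of IRF3-2D mice, which carry the constitutively active Irf3 allele silent until Cre recombinase acts, were differentiated into adipocytes. They were transduced on day 6 with AAV-GFP (WT) or AAV-GFP-Cre (FI3OE) and harvested on day 8, with 3 libraries per group. WT cells therefore held the unrecombined allele, and FI3OE cells differed from them in Cre as well as in IRF3-2D. The sample labels state that ribosomal RNA was depleted and that the libraries were amplified for 12 cycles. The authors trimmed the reads with bcl2fastq and fastp, removed reads shorter than 24 nt, and used Salmon with sequence-specific and GC-bias correction to estimate the number of reads from each transcript of the GENCODE M24 annotation of GRCm38. These estimated counts, which are expected values and not whole numbers, are neither normalized for depth nor summed per gene. For the values given here they were summed per gene with the GENCODE M21 annotation, which matched 99.3% of the transcripts, and rounded. The paper names tximport for this step. Transcripts without a match held between 0.38% and 1.08% of the reads of a library, over all 18 libraries of the study, and were kept as genes of their own. The 3 FI3OE libraries held between 23659055 and 36932452 reads and the 3 WT libraries between 21541334 and 25403517. At these depths, a group in which no library had more than 3 reads of a gene was treated as being at the limit of detection. Such limits cover counting error only, because reads amplified by PCR are not independent molecules. Counts were normalized with edgeR's TMM method, and genes with too few reads for a test were left out by edgeR's filterByExpr. FI3OE and WT were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with the cutoffs the paper gives, a log2 fold change of at least 1 in either direction and a false discovery rate of at most 0.05. Of the paper's own comparison in Supplementary Data 1, 1999 of its 12804 rows were read, since the copy used here holds no more, and no count of genes is taken from it.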

To that end, we defined the transcriptional profiles of WT and FI3OE SVF-derived adipocytes (Fig. 5b and Supplementary Data 1). One significantly affected gene was androgen-induced gene 1 (*Aig1*) (Fig. 5c), which encodes a hydrolase that degrades members of the fatty acyl ester of hydroxy fatty acid (FAHFA) family of lipids produced by adipocytes, which have been implicated as important endogenous insulin sensitizers^32–34^. qPCR and western blotting of SVF-derived adipocytes from FI3KO and FI3OE mice confirmed altered *Aig1* expression (Fig. 5d, e). Furthermore, *Aig1* was down-regulated in iWAT, eWAT, and BAT from FI3KO mice, and up-regulated in FI3OE mice (Fig. 5f-i). 

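Reads of Irf3 itself (ENSMUSG00000003184, chromosome 7 of GRCm38, 44997648 to 45002848) were compared first, as a check of the group labels. They amounted to 95.0 ± 5.7 CPM in FI3OE and 57.2 ± 0.63 CPM in WT (SD, n = 3 each), a log2 fold change of 0.73 (standard error 0.046, adjusted p = 3.3e-07 from edgeR's quasi-likelihood test). When changes in transcript length were taken into account, as tximport offers, the log2 fold change was 0.46, the lowest of 19 alternatives, and it was at most 0.76 in the others. Aig1 (ENSMUSG00000019806) lies on chromosome 10 from 13647054 to 13868980, on the minus strand. Its reads amounted to 13.0 ± 0.37 CPM in FI3OE and 8.81 ± 0.33 CPM in WT (SD, n = 3 each). This is a log2 fold change of 0.56 (standard error 0.080, adjusted p = 2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference is larger than the spread between libraries, whose pooled SD was 0.047 on the log2 scale. All 3 FI3OE libraries lay above all 3 WT libraries (two-sided exact permutation test, p = 0.1 for Aig1 and for Irf3, the smallest p that 3 libraries against 3 allow). Over the 19 alternatives the log2 fold change of Aig1 ranged from 0.50 to 0.59, and its adjusted p from edgeR or DESeq2 from 1.45e-05 to 0.0109. Aig1 was thus past the false discovery rate cutoff and below the fold-change cutoff in each of them, as was Irf3. Adtrp was near the limit of detection in these cells, with 0.34 ± 0.26 CPM in FI3OE and 0.53 ± 0.15 CPM in WT (SD, n = 3 each). Its log2 fold change of -0.73 had an adjusted p of 0.291 from edgeR's quasi-likelihood test. The adjusted p ranged from 0.048 to 0.632 over the alternatives, the lowest without FI3OE replicate 1, where the log2 fold change was -1.47.

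**Figure D1:**
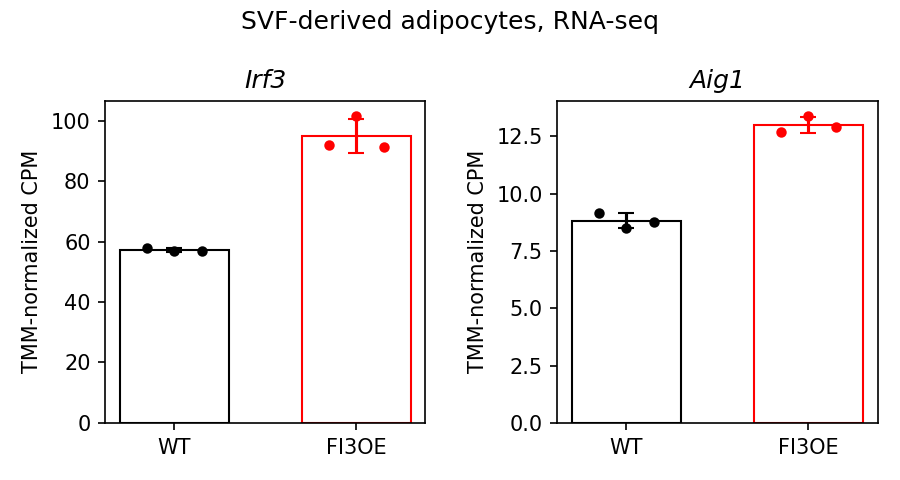
TMM-normalized CPM of Irf3 (left) and Aig1 (right) in WT and FI3OE SVF-derived adipocytes, on axes that start at 0. Bars are means, error bars are SD and each point is 1 of 3 libraries per group. Aig1 lies between 8.52 and 9.17 CPM in WT and between 12.7 and 13.4 CPM in FI3OE.

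For this comparison the paper states that Aig1 was one gene significantly affected, and describes its product as a hydrolase of FAHFAs.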

*Aig1* expression in other tissues, such as skeletal muscle, liver, and heart, was not altered in FI3KO and FI3OE mice (Supplementary Fig. 4a, b). Expression of another known FAHFA hydrolase, androgen-dependent TFPI-regulating protein (ADTRP), was unchanged in the tissues of FI3KO and FI3OE mice (Supplementary Fig. 4c, d).

We next used targeted lipidomics to quantify isomers from multiple FAHFA families, many of which are known to be important in insulin action and glucose homeostasis. We found that SVF-derived FI3KO adipocytes show elevated levels of several FAHFA species, including oleic acid-hydroxy stearic acids (OAHSAs), palmitic acid-hydroxy stearic acids (PAHSAs), and palmitoleic acid-hydroxy stearic acids (POHSAs) (Fig. 6a and Supplementary Fig. 5a). Conversely, reduced FAHFA levels of these same families were observed in FI3OE adipocytes (Fig. 6b and Supplementary Fig. 5b). Underscoring the physiological relevance of these in vitro results, we found that many FAHFA levels were also markedly elevated in vivo in whole eWAT of FI3KO mice (Fig. 6c and Supplementary Fig. 5c), and decreased in the eWAT of FI3OE mice (Fig. 6d and Supplementary Fig. 5d).

**Fig. 6:**
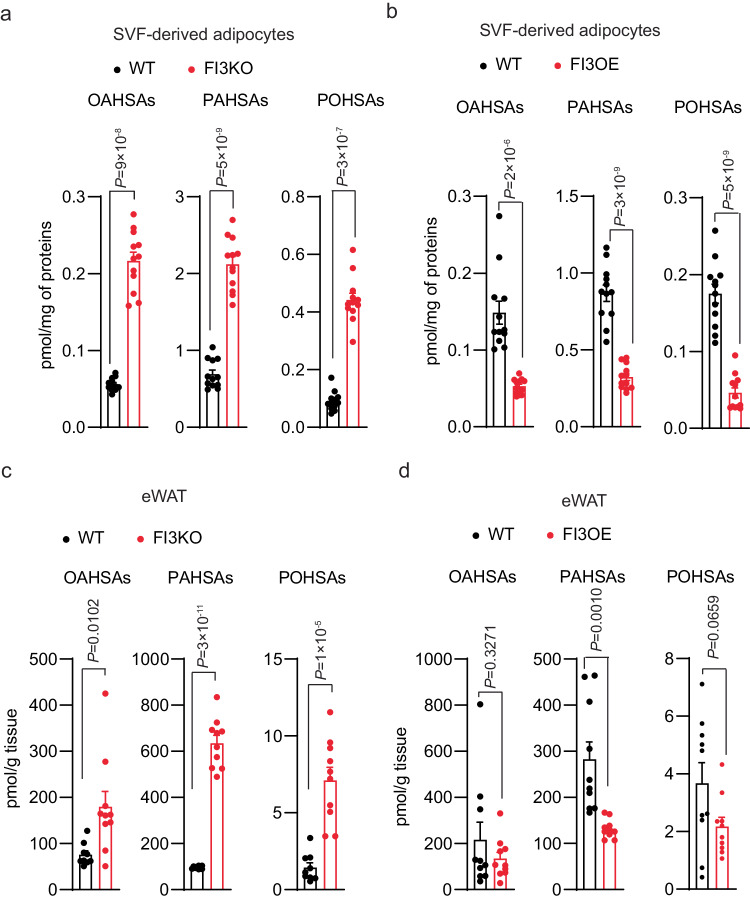
IRF3 decreases intracellular FAHFAs levels. **a** Cellular FAHFA levels of WT and FI3KO and **b** WT and FI3OE SVF-derived adipocytes (*n* = 12). **c** Tissue FAHFA levels of eWAT from WT and FI3KO and **d** WT and FI3OE mice (*n* = 10). Statistical significance was assessed by two-tailed Student’s *t* test. Data in all panels are expressed as mean ± SEM.

### AIG1 is responsible for IRF3-mediated impaired insulin sensitivity

We next tested whether AIG1 is required for IRF3-mediated suppression of insulin sensitivity in vitro. As before, FI3KO adipocytes exhibited elevated p-AKT level and insulin-stimulated glucose uptake, which was fully suppressible by WT AIG1 overexpression, but not two different alleles of *Aig1* bearing mutations in the catalytic domain (T43A and H134A) (Supplementary Fig. 6a, b)^33^. Conversely, the reduced p-AKT levels and insulin-stimulated glucose uptake observed in FI3OE adipocytes were rescued by knockdown of AIG1 (Supplementary Fig. 6c, d). In addition, decreased glucose uptake was observed in FI3OE SVF-derived adipocytes rescued by FAHFAs (Supplementary Fig. 6e).

To clarify the role of AIG1 in mediating the metabolic functions of IRF3 in vivo, we overexpressed AIG1 via AAV-AIG1 (vs. an AAV-GFP control) in eWAT of WT and FI3KO mice (Fig. 7a). AIG1 overexpression in eWAT did not affect the body weight of WT and FI3KO mice, but largely blunted the metabolic improvements of FI3KO mice (Fig. 7b-e). AIG1 overexpression in eWAT also reduced the enhanced p-AKT levels of FI3KO mice in all tissues tested (eWAT, iWAT, BAT, muscle, and liver; Fig. 7f). These data suggest that the adipocyte IRF3-AIG1 axis promotes obesity-induced insulin resistance in mice.

**Fig. 7:**
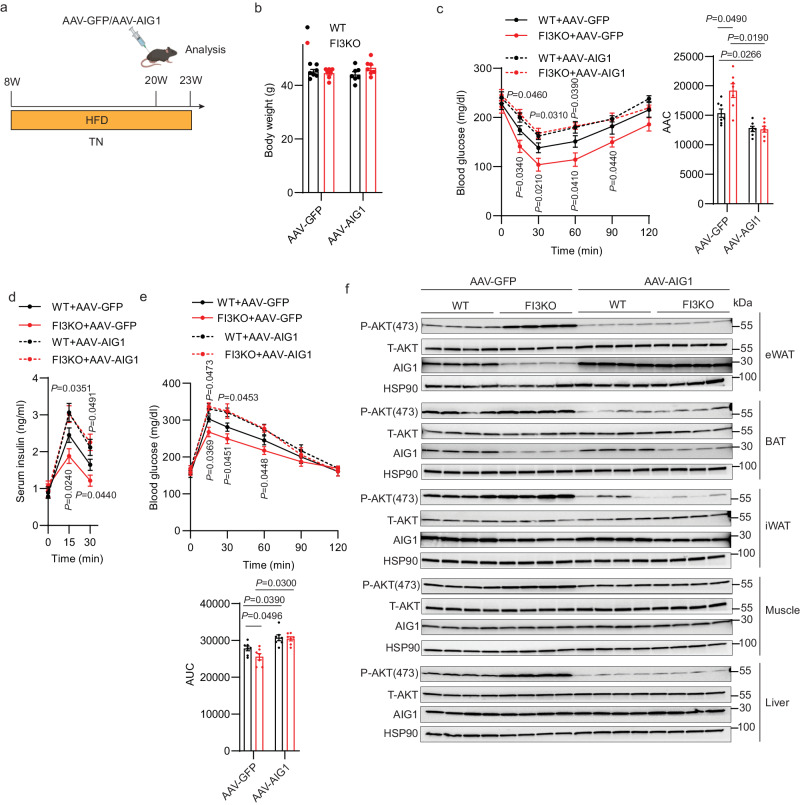
AIG1 is responsible for adipocyte IRF3-mediated suppression of HFD-induced insulin resistance. **a** Schematic illustrating the strategy for the AAV injection in eWAT of WT and FI3KO mice on HFD at thermoneutrality. Figure created with Biorender.com. Body weight (**b**), insulin tolerance test (**c**), glucose tolerance test (**d**), and serum insulin levels (**e**) of mice described in (**a**) (*n* = 7–8). **f** Immunoblotting for pAKT (S473) protein levels in mice’s eWAT, BAT, iWAT, muscle, and liver as described in (**a**). Statistical significance was assessed by two-way ANOVA. Data in all panels are expressed as mean ± SEM. *P < 0.05 vs WT, ^#^*P* < 0.05 vs^.^ GFP.

### Pharmacologically inhibiting AIG1 attenuates HFD-induced insulin resistance in FI3OE mice

To explore the therapeutic potential of inhibiting AIG1, we next sought to develop a selective, in vivo-active, AIG1 inhibitor. While a potent, dual AIG1/ADTRP inhibitor (ABD-110207) was previously reported enabling simultaneous in vivo evaluation of these FAHFA hydrolases^34^, an in vivo-active AIG1 inhibitor lacking ADTRP activity has yet to be described. Both AIG1 and ADTRP feature an active-site threonine residue which enables both inhibitor screening by activity-based protein profiling (ABPP) using fluorophosphonate (FP) probes and inhibitor design through the application of tailored reactive groups that covalently modify active site nucleophiles^33,34^. Screening a collection of diverse serine hydrolase-directed compounds by ABPP in mouse brain proteomes, we identified ABD-110000 (called ABD-110 herein) as a potential AIG1-selective tool compound (Supplementary Fig. 7a). Given the structural similarity of ABD-110 to other covalent serine hydrolase inhibitors^35,36^, we believe this compound inactivates AIG1 through carbamylation of the active-site threonine residue (Fig. 8a). Gel-based ABPP profiling of ABD-110 in mouse brain revealed high potency against mAIG1 (IC_50_ = 1.6 nM) and selectivity across other serine hydrolases visible by gel imaging; spiking in ADTRP to these samples further revealed the specificity of the inhibitor (Supplementary Fig. 7b–d). For deeper selectivity profiling across the serine hydrolase family, we employed ABPP-ReDiMe in mouse brain proteomes. Mouse brain lysates were treated first with ABD-110 for 30 min and subsequently with FP-biotin to label active serine hydrolases. Probe-labeled serine hydrolases were then enriched on streptavidin beads and digested with trypsin. The resulting peptides were analyzed by LC-MS/MS following isotopic labeling using reductive dimethylation^34^. ABD-110 potently inhibited AIG1 at both 1 and 10 mM with only a few off-targets detected, including ABHD6 and several highly homologous, mouse-specific carboxylesterases (CESs), which are common targets for carbamates^37^. The high potency of ABD-110 for AIG1 versus these off-targets demonstrates the high specificity of ABD-110 for AIG1; similar results were obtained in mouse kidney membranes (Supplementary Fig. 7e-g). AIG1 was not detected in these samples from chow-fed mouse WAT using untargeted MS-based approaches; as shown below, AIG1 was detected in mouse WAT in more directed target engagement studies.

**Fig. 8:**
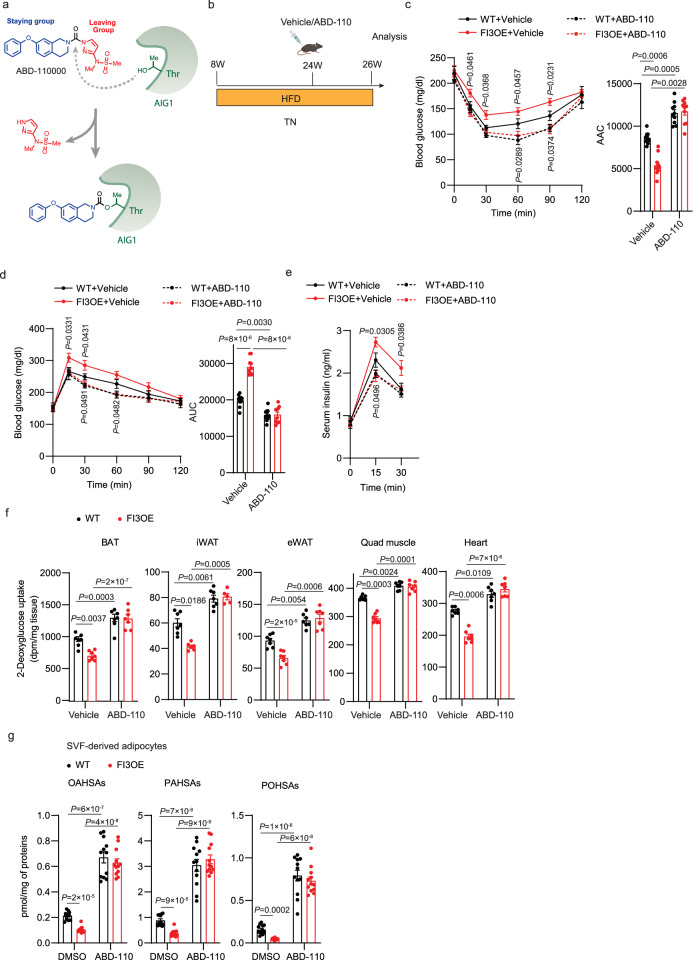
Pharmacologically inhibiting AIG1 attenuates HFD-induced insulin resistance in FI3OE mice. **a** Proposed mechanism of covalent AIG1 inhibition by ABD-110. **b** Schematic illustrating the strategy for the AIG1 inhibitor treatment of WT and FI3OE mice on HFD at thermoneutrality. Figure created with Biorender.com. Insulin tolerance test (**c**), glucose tolerance test (**d**), serum insulin levels (**e**), in vivo 2-deoxyglucose uptake in BAT, iWAT, eWAT, quadriceps muscle, and heart (**f**) of mice described in (**b**) (*n* = 7–8). **g** Quantification of FAHFA levels in WT and FI3OE SVF-derived adipocytes treated with or without ABD-110 (1 μM, 4 h) (*n* = 12). Statistical significance was assessed by two-way ANOVA. Data in all panels are expressed as mean ± SEM. *P < 0.05 vs WT, ^#^*P* < 0.05 vs vehicle.

We next evaluated the potential of ABD-110 to be used in vivo. ABD-110 (2.5–25 mg/kg) was administered to C57/BL6J mice by oral gavage and, after 4 h, brains and kidneys were collected to evaluate AIG1 target engagement and selectivity by gel-based ABPP. Brain AIG1 inhibition could be observed at doses as low as 5 mg/kg with maximal inhibition being reached at 10 mg/kg. Notably, we did not observe significant off-target activity for other serine hydrolases or ADTRP with the exception of CES1c in the kidney which appeared to be maximally inhibited at 5 mg/kg (Supplementary Fig. 7h, i). Finally, we assessed the effect of high-fat feeding on the efficacy of the inhibitor. Chow or high fat-fed mice were dosed with vehicle or ABD-110 (25 mg/kg IP) once daily for 2 weeks. Four hours after the final dose, brain, kidney, eWAT and iWAT tissues were harvested for targeted MS-based ABPP analysis of AIG1 activity. In all tissues tested, the efficacy of AIG1 inhibition was excellent, with slightly improved results in high-fat-fed mice (Supplementary Fig. 7j, k). We speculate that ABD-110 may work better in the setting of obesity because endogenous FAHFAs are reduced^32^, providing less competition for binding to AIG1. Together these data support the utility of ABD-110 as a selective AIG1 tool for in vivo applications.

To assess the effect of ABD-110 on metabolic function, chow and high-fat-fed WT mice were injected with vehicle or 25 mg/kg ABD-110 per day for 2 weeks. ABD-110 had no effect on insulin sensitivity and glucose tolerance on chow diet (Supplementary Fig. 8a–c). However, the impaired insulin and glucose tolerance of high fat-fed mice were ameliorated by ABD-110 treatment (Supplementary Fig. 8d–f). We next asked whether ABD-110 would rescue the metabolic dysfunction of FI3OE mice. High fat-fed WT and FI3OE mice were injected with vehicle or 25 mg/kg ABD-110 per day for 2 weeks, with no difference in body weight noted after ABD-110 injection (Fig. 8b, Supplementary Fig. 9a, b). The impaired insulin and glucose tolerance of high fat-fed FI3OE mice were ameliorated by AIG1 inhibition (Fig. 8c, d). Furthermore, the increased glucose-stimulated insulin secretion observed in FI3OE mice after glucose injection was reversed by ABD-110 treatment (Fig. 8e). Consistent with this, treatment with ABD-110 increased insulin-stimulated glucose uptake in all tissues tested in both WT and FI3OE mice and abolished the effects of adipocyte IRF3 overexpression (Fig. 8f). As before, FI3OE adipocytes exhibited reduced FAHFA levels. ABD-110 increased FAHFA levels in WT adipocytes and fully reversed the decrease in FI3OE adipocytes (Fig. 8g, Supplementary Fig. 9c).

## Discussion

Overnutrition and obesity promote a pro-inflammatory milieu in adipose tissue and other metabolically relevant tissues, and key extracellular mediators of inflammation, including cytokines like TNFα and IL-1β, and TLR ligands like LPS and cell-free DNA, are well established as endogenous drivers of insulin resistance^38–41^. Despite years of intensive study, there is still an incomplete understanding of how inflammatory signaling causes insulin resistance. Several proposed mechanisms involve direct cross-talk between inflammatory kinases like JNK and IKK and various insulin signaling components^42,43^. However, the time course over which insulin action is affected by inflammatory factors is much longer than would be expected if this were a primary mechanism^8,24^. This suggests a potential role for the transcriptional effects of inflammation, a notion supported by the fact that alterations in chromatin state are known to affect insulin sensitivity, and also the proven utility of transcription factor-based insulin sensitizers^44,45^. To date, however, few transcriptional pathways have been convincingly connected to insulin resistance. Among those that have been described, expression of *Slc2a4* (encoding the insulin-sensitive glucose transporter GLUT4) is reduced in adipocytes from insulin resistant humans, and targeted ablation of GLUT4 in adipocytes of mice resulted in insulin resistance in adipocytes, liver and muscle with reduced total body insulin sensitivity measured by euglycemic clamp studies^46^. In addition, expression of *Mlxipl* (encoding Carbohydrate Response Element Binding Protein, ChREBP) is reduced in adipose tissue of insulin resistant people^47^ and adipose specific knockout of ChREBP also results in insulin resistance in adipocytes, liver and muscle^48^. Finally, reduced *Pparg* expression has been noted in adipocytes from insulin resistant humans and rodents^46,49^, but whether this causes insulin resistance is not known. We have provided evidence that the pro-inflammatory transcription factor IRF3 is a critical driver of insulin resistance in the context of obesity. IRF3 levels are increased in the adipocytes of people and mice with obesity, and mice lacking IRF3 in all tissues show improved insulin sensitivity before body weight divergence after high fat feeding^24^. We have also shown that IRF3 becomes activated in the hepatocytes and adipocytes of people and mice with obesity, where it mediates cellular and systemic insulin resistance^25,26^. Interestingly, in hepatocytes, IRF3 drives insulin resistance by directly inducing the expression of *Ppp2r1b*, a component of the PP2A phosphatase complex^26^. The IRF3-mediated increase in PP2A activity diminishes AMPK and AKT phosphorylation, with subsequent impairment of glucose homeostasis. Here, we find that IRF3 is an inducer of *Aig1* in adipocytes, which reduces levels of insulin-sensitizing FAHFAs. Although the specific gene targets of IRF3 differ between these two cell types, both illustrate the key finding that pro-inflammatory factors ultimately affect insulin action through induction of genes that are outside the traditional inflammatory gene portfolio. Importantly, our data do not rule out potential roles for other downstream targets of IRF3, or for pro-inflammatory transcription factors besides IRF3 (AP-1 factors, for example). The novelty of the current work lies in (a) demonstrating that the adipocyte is a key cell type mediating the effect of IRF3 on insulin action, (b) showing definitively that the effect on insulin sensitivity is independent of weight changes, and most importantly, (c) identifying a specific molecular link between IRF3 and insulin resistance (i.e., reduction of FAHFAs by promoting expression of a FAHFA hydrolase).

Some FAHFAs, in particular 5- and 9-PAHSA, have been shown to exert a myriad of beneficial metabolic actions, including improvement in insulin sensitivity and in glucose-stimulated insulin secretion. Many FAHFAs also exert anti-inflammatory effects in vitro, and 5- and 9-PAHSA protect islets from the effects of autoimmunity^50^ in vivo and also delay the onset and reduce the severity of experimental colitis by modulating both innate and adaptive immune responses^51^. Our work illustrates that the converse is also true; inflammation leads to reduced FAHFA levels, at least in the context of overnutrition. Recently, ATGL has been shown to catalyze the formation of the FAHFA ester bond in mammals through its transacylase activity^52^. FAHFA degradation, on the other hand, is mediated by at least three hydrolases, AIG1 and ADTRP^34^, and carboxyl ester lipase^53^, the last of which is not expressed in adipocytes^54^. Insulin resistant mice and humans have reduced FAHFA levels in serum and subcutaneous adipose tissues^32^, although it has been unclear how this occurs. Here, we have shown that *Aig1* is a transcriptional target of IRF3 in adipocytes, and targeted lipidomic analysis from adipocytes identifies reductions in FAHFA levels as a consequence of IRF3-mediated inflammation. IRF3-mediated suppression of systemic glucose uptake was rescued by AIG1 inhibition, which is consistent with the previous finding that 5-PAHSA primes adipocytes for de novo lipogenesis^55^. and multiple FAHFA isomers directly augment insulin-stimulated glucose uptake in adipocytes^32,56^ by augmenting GLUT4 translocation to the plasma membrane^32^. Interestingly, targeted ablation of AIG1 in all tissues failed to protect mice from HFD-induced insulin resistance and glucose intolerance^34^. The rationale for these conflicting results is unclear, and should be explored further.

A limitation of our study is that we have not determined whether the changes in systemic insulin sensitivity seen in FI3KO and FI3OE animals result from altered serum FAHFA levels, or whether the effect may be autocrine or paracrine. Our initial data indicate that serum POHSA levels, but not PAHSAs or OAHSAs, are elevated in serum of FI3OE mice while all three families are elevated in serum of FI3KO mice (Supplementary Fig. 10). Multiple factors regulate serum FAHFA levels and it is beyond the scope of this paper to determine the mechanisms underlying these increased levels. However, it is important to note that adipose tissue and serum FAHFA levels can be discordant. For example, fasting increases adipose FAHFA levels, while simultaneously reducing levels in the serum^32^. Importantly, local insulin sensitization from increased FAHFA concentrations in adipose tissue itself can reduce systemic insulin resistance, partly mediated by reduced serum insulin. Moreover, the potent anti-inflammatory actions of FAHFAs may reduce intra-adipose cytokine production, with beneficial consequences for distal metabolism. Furthermore, POHSAs, PAHSAs, and OAHSAs have been shown to have important biological effects in cell-based assays^56^. While in vivo administration of 5- and 9-PAHSA enhances insulin sensitivity at the whole-body level^57^, 12-OAHSA had a more modest effect^56^ and no data are available for effects of in vivo administration of POHSAs. The physiological role of local vs. circulatory FAHFA levels requires further inquiry.

## Methods

### Animal studies

All animal experiments at BIDMC were performed with approval from the Institutional Animal Care and Use Committees of the Harvard Center for Comparative Medicine and Beth Israel Deaconess Medical Center in an AAALAC-accredited animal facility in accordance with the guidelines outlined by the Guide for the Care and Use of Laboratory Animals and the Animal Welfare Act. Mice were maintained on a chow diet (Harlan Teklad, 8664) under a 12 h light/dark cycle at 22 °C for standard room temperature housing. Eight-week-old male mice were fed a 60% high-fat diet (D12492, Research Diets) at thermoneutrality for 16 weeks and body weight was measured weekly. All metabolic studies were performed in male mice. Strains utilized include C57BL/6 (JAX:000664), IRF3 floxed mice (JAX:036260), IRF3-2D mice (JAX:036261) and *Adipoq-Cre* (JAX:028020). Mice at BIDMC were euthanized using CO_2_ inhalation. All animal experiments at Lundbeck La Jolla Research Center were performed at an AAALAC-accredited animal facility in accordance with the guidelines outlined by the Guide for the Care and Use of Laboratory Animals and the Animal Welfare Act and were approved by the Explora Biolabs Institutional Animal Care and Use Committee (IACUC). Animals were maintained under a 12-h/12-h light/dark cycle and allowed free access to food and water when residing in home cages and for the duration of the study. LLJRC study performed used female C57Bl/6 J mice of 10 weeks of age from Jackson Labs. At the indicated time during the study, mice were anesthetized with isoflurane and decapitated prior to collection of relevant tissues for analysis of target engagement.

### Local delivery of adeno-associated virus (AAV) in adipose tissues

Adeno-associated virus serotype 8 expressing mouse Aig1 and AAV8-GFP control were purchased from Applied Biological Materials (Canada). AAV injection was carried out in mice anesthetized with an intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg)^58^. A laparotomy was performed to expose eWAT. Each eWAT pad received four injections of 10 µL AAV solution using a Hamilton syringe to distribute the vector over the whole depot. The abdomen was rinsed with sterile saline solution and closed with a two-layer suture. Mice were monitored for changes in body weight and subjected to further analysis.

### Glucose tolerance tests (GTT) and insulin tolerance tests (ITT)

For glucose tolerance tests (GTT), mice were fasted overnight and then injected intraperitoneally with glucose (1.5 g per kg body weight). For insulin tolerance tests (ITT), mice were fasted for 6 h and then injected intraperitoneally with insulin (Humulin, Eli Lilly; 1.5 U per kg body weight). Blood samples were collected from a tail nick at the indicated time points, and glucose levels were measured using test strips (OneTouch, USA).

### Serum insulin quantification

Blood samples from fed mice were centrifuged at 3000 *g* for 10 min, and plasma was pipetted and stored at 80 °C. Serum insulin levels were measured using the ultra-sensitive mouse insulin ELISA kit according to the manufacturer’s instructions (Crystal Chem, USA).

### Mouse and human pre-adipocyte culture and differentiation

Inguinal subcutaneous WAT stromal-vascular fraction (SVF) cells were isolated from both male and female mice, cultured, and differentiated into mature adipocytes^59^. Inguinal white fat pads were obtained from male mice (4–6 weeks), and then dissected, washed three times with phosphate-buffered saline (PBS), minced into small pieces, and then digested for 45 min in digestion buffer [1 mg/mL collagenase I (Sigma) and 1% bovine serum albumin (BSA) (Sigma-Aldrich) and 10 mM CaCl_2_ (ThermoFisher) in PBS] at 37 °C. Digested tissues were passed through a sterile 100 µm cell strainer (BD Falcon) to remove undigested fragments and centrifuged at 600 *g* for 5 min at 4 °C to pellet the SVF cells. The pellet was resuspended in DMEM/F12+ GlutaMax (Invitrogen) medium containing 1% pen/strep and 10% FBS, then passed through a 40 µm cell strainer, centrifuged, resuspended as described above, and plated on collagen-coated culture dishes (Corning). For differentiation, SVF cells were grown to confluence and induced (day 0) in differentiation medium supplemented with 5 µ g/ml insulin (Sigma-Aldrich, I9278), 0.5 mM 3-isobutyl-1-methylxanthine (IBMX, Sigma-Aldrich, I5879), 5 µM dexamethasone (Sigma-Aldrich, D4902), and 1 µM rosiglitazone (Sigma-Aldrich, R2408) for 2 days and subsequently cultured in maintenance medium supplemented with 5 µg/ml insulin and 1 µM rosiglitazone. On day 6, the SVF-derived adipocytes were transduced with 2 µl AAV-GFP or AAV-GFP-Cre for 12 h. Experiments were carried out on day 8 of differentiation.

Human SGBS preadipocytes were seeded in a 12-well plate at 8 × 10^4^ per well and cells were cultured in a normal culture medium (DMEM/F12+ GlutaMax with 1% pen/strep and 10% FBS) until they reached confluency. Cells were incubated in normal culture medium (DMEM/F12+ GlutaMax with 1% pen/strep and 10% FBS) with 4 ng/ml human FGF (Perprotech, 100-18B) for 2 days, then incubated (day 0) in differentiation medium [1% pen/strep, 33 nM Biotin (Sigma-Aldrich, B-4639), 17 nM Panthotenate (Sigma-Aldrich, P-5155), 10 µg/ml Transferrin (Sigma-Aldrich, T-2252), 20 nM insulin, 100 nM cortisol (Sigma-Aldrich, H-0888), 0.2 nM T3 (Sigma-Aldrich, T-6397), 25 nM dexamethasone, 250 µM IBMX and 2 µM rosiglitazone in DMEM/F12+ GlutaMax] for 4 days. After the fourth day, the cells were incubated in the maintenance medium (1% pen/strep, 33 nM, 17 nM Panthotenate, 10 µg/ml Transferrin, 20 nM insulin, 100 nM cortisol, and 0.2 nM T3 in DMEM/F12+ GlutaMax); maintenance medium was changed every fourth day. Experiments were carried out on days 10-day and 12.

### RNA-Seq

For RNA-seq analysis, sequencing reads were demultiplexed and trimmed for adapters using bcl2fastq (v2.20.0). Secondary adapter trimming, NextSeq/Poly(G) tail trimming, and read filtering was performed using fastp (v0.20.1)^60^; low-quality reads and reads shorter than 24 nt after trimming were removed from the read pool. Salmon (v1.4.0)^61^ was used to simultaneously map and quantify reads to transcripts in the GENCODE M24 genome annotation of GRCm38/mm10 mouse assembly. Salmon was run using full selective alignment, with sequence-specific and fragment GC-bias correction turned on (--seqBias and --gcBias options, respectively). Transcript abundances were collated and summarized to gene abundances using the tximport package for R^62^. Normalization and differential expression analysis were performed using edgeR. For differential gene expression analysis, genes were considered significant if they passed a fold change (FC) cutoff of log2FC ≥ 1 and a false discovery rate (FDR) cutoff of FDR ≤ 0.05. This paper’s accession number for the RNA-seq datasets is GEO: GSE213048.

### RNA isolation/quantitative RT-PCR

Total RNA was extracted from cells or tissues using a Direct-zol RNA MiniPrep kit (ZYMO Research, USA) or Trizol reagent (Invitrogen, USA). Reverse transcription was performed with 1 µg of total RNA using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, USA). qRT-PCR was performed on an ABI PRISM 7500 (Applied Biosystems, USA). Melting curve analysis was carried out to confirm the RT-PCR products. Statistical analysis was performed using the ∆∆CT method with TBP primers as control (primer sequences in Supplementary Table 1).

### Immunoblotting

For immunoblotting analyses, tissues and cells were lysed in RIPA buffer containing protease and phosphatase inhibitors (Thermo Fisher, USA). Protein levels were quantified using a BCA protein assay kit (Thermo Fisher, USA) and lysates containing an equal amount of protein were subjected to SDS-PAGE and transferred to polyvinylidene fluoride (PVDF) membranes, followed by incubations with primary and secondary antibodies. Primary antibodies against phospho AKT(Ser473) (CST, 9271), AKT (AKT, 4685), HSP90 (CST, 4877), phospho IRF3(Ser396) (CST, 29047), IRF3 (CST, 11904) and AIG1 (Proteintech, 14468-1-AP), were used.

### Glucose uptake assays

Glucose uptake assays were performed as described earlier^24^. Briefly, SVF-derived adipocytes (day 6) and human SGBS cells (day 14) were incubated in serum-free DMEM/F12 for 4–6 h. Cells were then washed three times with KRH buffer (12 mM Hepes, pH 7.4, 121 mM NaCl, 5 mM KCl, 0.33 mM CaCl_2_, and 1.2 mM MgSO_4_) and incubated for 20 min in KRH buffer in the absence or presence of 100 nM insulin. Cells were treated with 2-deoxy-d-[2,6-^3^H]-glucose (0.33 μCi/ml) for another 10 min. Glucose uptake was stopped quickly by three rapid washes with KRH buffer containing 200 mM glucose and 10 μM cytochalasin B on ice. Cells were solubilized in 0.1% SDS for 30 min, and radioactivity was measured by liquid scintillation counting. In some experiments, a combination of 9-POHSA (20 µM), 9-PAHSA (20 µM) and 9-OAHSA (20 µM) (Cayman Chemical), or Vehicle (DMSO, 0.01%) was incubated with SVF-derived adipocytes for 24 h, then insulin-stimulated glucose uptake studies were initiated. Total protein was determined by the BCA method (Pierce), and results were normalized to protein amount.

### Insulin signaling in vivo

Mice were fasted overnight for insulin signaling studies, and insulin (10 U/kg body weight) was administered i.p. After 10 min various tissues were harvested and stored at –80 °C until use. Tissue samples were homogenized in cell signaling lysis buffer containing protease inhibitors (Roche) and phosphatase inhibitors (Sigma-Aldrich) and subjected to Western blotting.

### Construct design and site-directed mutagenesis

To construct the mouse AIG1 overexpression lentivirus, the open reading frames of mouse *Aig1* was cloned into pCDH-CMV-MCS-EF1-Puro cDNA Cloning and Expression Vector. To construct the shAIG1 lentivirus, the short hairpins (5′′-ACCTTCTCCGTGGGCTATATA-3′ and 5′- CTATGACAGAGAGATGATATA-3′) were cloned into the pLKO.1-TRC cloning vector, respectively. To construct shIRF3 lentivirus, the short hairpin (5′-CGAAGTTATTTGATGGCCTGA-3′) was cloned into the pLKO.1-TRC cloning vector. To generate dox-inducible IRF3 overexpression lentivirus, mouse IRF3 cDNA was cloned into pCW57-MCS1-P2A-MCS2 (Hygro). To construct dox-inducible shIRF3 lentivirus, the short hairpin (5′-CGAAGTTATTTGATGGCCTGA-3′) was cloned into the Tet-pLKO-puro cloning vector. Mutagenesis primers used to construct AIG1(T43A) were as follows: forward, 5′- GAAGTTCCTGGCCTTCATTGATC-3′; reverse, 5′- GATCAATGAAGGCCAGGAACTTC-3′; mutagenesis primers for AIG1(H134A): forward, 5′- CCATGGAATGGCCACAACGGTTT-3′; reverse, 5′- AAACCGTTGTGGCCATTCCATGG-3′.

### Lentivirus packaging

psPAX2 and pMD2.G were used for the lentiviral packaging. High-titer lentivirus was packaged in 293T cells using lipofectamine 2000 transfection agent. Viral supernatants were collected 48 h post-transfection and used for pre-adipocyte infection.

### Tissue glucose uptake in vivo

In vivo tissue glucose uptake studies were carried out with mice maintained on HFD in thermoneutrality. After a 4-h fast, mice were injected with insulin (Humulin, 0.75 U/kg, ip) and a trace amount of 2-deoxy-D-[1-^14^C] glucose (10 µCi; PerkinElmer). Forty minutes later, the mice were euthanized, and tissues were collected, weighed, and homogenized. Radioactivity was measured and counted as described^63^.

### Lipid extraction for FAHFA analysis

For the measurement of FAHFAs from SVF-derived cells, total lipids were extracted using the modified Bligh–Dyer method^64^. In brief, 1.5 ml of 2:1 chloroform/methanol with the internal standards [^13^C_16_] 9-PAHSA, [^13^C_18_] 12-OAHSA, and [^13^C_16_] 5-PAHSA was added to 500 µl of cell suspension in PBS. Samples were vortexed and centrifuged at 2000 *g* for 7 min. The bottom organic phase was transferred into a new vial and dried under an N_2_ stream.

To extract total lipid from white adipose tissue, eWAT (~50 mg) was dounce homogenized on ice in a mixture of 1.5 ml PBS, 1.5 ml methanol and 3 ml chloroform. Internal standards [^13^C_16_] 9-PAHSA, [^13^C_18_] 12-OAHSA, and [^13^C_16_] 5-PAHSA were added to chloroform prior to extraction. The resulting mixture was centrifuged at 2000 *g* for 7 min and the bottom organic phase was transferred into a new vial and dried under a N_2_ stream^52^. To extract total lipids from mouse serum samples, PBS was added to serum (200 µl) such that the final volume was 1.5 mL. Subsequently, methanol and chloroform were added to this mixture (PBS/methanol/chloroform ratio was 1:1:2). The resulting mixture was shaken for 30 s by hand, vortexed for 15 s, and then centrifuged to separate the organic and aqueous phases. The organic phase containing lipids was then subjected to solid-phase extraction^57^.

For eWAT and serum samples, FAHFAs were enriched using solid-phase extraction (SPE) columns (Hypersep silica 500 mg)^65^. Columns were equilibrated with 15 ml hexane, and the samples were then resuspended in 200 µl chloroform and loaded on the SPE column. The neutral lipid fraction containing TGs was eluted with 16 ml of 95:5% hexane/ethyl acetate, and the polar lipid fraction containing non-esterified FAHFAs was eluted using 15 ml ethyl acetate. The FAHFA fractions were dried under a stream of N_2_ and stored at −40 °C until LC-MS/MS analysis.

### FAHFA analysis using LC–MS/MS

FAHFA isomers were quantified using an Agilent 6470 Triple Quad LC–MS/MS instrument through multiple reaction monitoring (MRM) in the negative ionization mode^52^. In brief, cell culture lipid extracts were reconstituted in 50 µl methanol, and tissue extracts were reconstituted in 100 µl methanol. 7 µl of each sample were injected into a UPLC BEH C18 Column (Waters Acquity, 186002352). FAHFA regioisomers were resolved using 93:7 methanol/water with 5 mM ammonium acetate and 0.01% ammonium hydroxide solvent through an isocratic gradient at 0.15 ml min^−1^ flow rate for 60 min. Transitions for endogenous PAHSAs were m/z 537.5 → m/z 255.2 (CE = 30 V) and m/z 537.5 → m/z 281.2 (CE = 25 V), and the transition for ^13^C_16_-9-/^13^C_16_-5-PAHSAs was m/z 553.5 → m/z 271.3 (CE = 30 V). Transitions for endogenous OAHSAs were m/z 563.5 → m/z 281.2 (CE = 30 V) and m/z 563.5 → m/z 299.3 (CE = 23 V), and the transition for ^13^C_18_-12-OAHSA was m/z 581.6 → m/z 299.3 (CE = 30 V). Transitions for endogenous POHSAs were m/z 535.5→ m/z 299.3 (CE = 30 V), m/z 535.5 → m/z 253.2 (CE = 25 V), m/z 535.5 → m/z 271.3 (CE = 30 V), and m/z 535.5 → m/z 281.2 (CE = 25 V). MS acquisition parameters for tandem MS were: gas temperature = 250 °C, gas flow = 12 l min^−1^, nebulizer = 20 psi, sheath gas temperature = 250 °C, sheath gas flow = 11 l min^−1^. Spray voltage was −1.0 kV.

Each FAHFA regioisomer levels were quantified by normalizing their peak area (extracted using MassHunter 10.0) to the internal standard [^13^C_16_]9-PAHSA peak area and total protein amount or tissue weight and multiplied for the amount of internal standard added. OAHSAs were quantified using the ^13^C_18_-12-OAHSA as internal standard. Lipidomic samples and workflow are described further in Supplemental Note 1.

### ABD-110 in vivo dose response

Female C57Bl/6J mice (Jackson) aged 10 weeks at the time of dosing were administered ABD-110 by oral gavage (10 ml/kg volume). ABD-110 was prepared fresh on the day of dosing in water containing 5% solutol and 20% HpbCD. Maximal dispersal of the compound was achieved by bath and probe sonication until a uniform white suspension was formed. Animals were administered single oral doses of ABD-110 (2.5–25 mg/kg). Four hours after compound administration, animals were anesthetized with isoflurane and decapitated. Brains and kidneys were removed and rinsed in PBS before freezing in liquid nitrogen. Tissues were stored at −80 °C until analysis by gel-based ABPP (see below).

### Proteome preparation for ABPP

#### Mouse tissue (brain, kidney, and adipose) homogenates

Frozen mouse tissues (one brain hemisphere, one whole kidney or ~100 mg of WAT) were homogenized by adding the tissue into a 2 mL Safe-lock microcentrifuge tube along with 0.5–1.0 mL of PBS and a 5 mm steel bead. The tissue was then homogenized using the Qiagen TissueLyzer at 30 Hz for 1 min. After homogenization, samples were put through a clarifying spin (1000 *g*, 10 min, 4 ^o^C) and supernatants were collected.

Brain and kidney homogenates were fractionated further by ultra-centrifugation (100,000 *g*, 45 min, 4 °C) and membrane pellets were resuspended in PBS. Protein concentrations were determined using Bio-Rad DC protein assay and diluted to desired protein concentration (see below) for subsequent ABPP analysis.

### Determination of ABD-110 potency and selectivity by ABPP

#### Gel-based ABPP

Inhibitor potency (IC_50_ values and target engagement) against AIG1 and other serine/threonine hydrolases was determined by competitive gel-based ABPP in mouse brain and kidney membrane homogenates using FP-Rh competition^66^. Mouse brain and kidney proteomes were prepared as described above. For determination of mADTRP activity, full-length mADTRP (Dharmacon) was recombinantly expressed in HEK293T cells and the corresponding cell lysates were doped into mouse brain membrane proteomes (1.0 mg/mL) at a ratio to enable detection of both AIG1 and ADTRP.

In vitro potency for AIG1, ADTRP and other serine hydrolase enzymes was determined by treating brain proteomes (50 µg, 1.0 mg/mL with or without mADTRP-containing cell lysates) with ABD-110 or DMSO for 30 min at 37 °C and subsequently treated with FP-Rh (1.0 µM) for an additional 30 min at room temperature.

For gel-based in vivo target engagement, brain and kidney proteomes (50 µg) from vehicle or ABD-110-treated mice were treated with FP-Rh (1.0 µM) for 30 min at room temperature.

After incubation with FP-Rh, reactions were quenched with 4X SDS-PAGE loading buffer and FP-Rh-labeled enzymes were resolved by SDS-PAGE (10% acrylamide). In-gel fluorescence was visualized using a Bio-Rad ChemiDoc^TM^ XRS imager. Fluorescence is shown in gray scale. Quantification of enzyme activities was performed by densitometric analysis using ImageJ software (NIH). Integrated peak intensities were generated for the band corresponding to AIG1^34^. IC_50_ values were calculated through curve-fitting semi-log-transformed data (*x*-axis) by non-linear regression with a four-parameter, sigmoidal dose response function (variable slope) in Prism software (GraphPad).

### MS-based ABPP

Brain, kidney and adipose tissue proteomes (2.5 mg/mL in 0.2 mL of PBS) were treated with inhibitor at the specified concentrations (0.001–10 μM) or DMSO for 30 min at 37 °C and subsequently labeled with FP-biotin (10 μM) for 1 h at room temperature. Proteome samples were immediately precipitated and processed through the MS-based ABPP sample preparation protocol (below).

### MS-based ABPP sample preparation

Tissue proteomes (2.5–5 mg/mL normalized by tissue source) in 200 mL of PBS were labeled with FP-biotin (50 μM) for 1 h at 37 ^o^C. After labeling, the proteomes were denatured and precipitated using 9:1 acetone/MeOH, resuspended in 0.2 mL of 8 M urea in PBS and 1% SDS, reduced using DL-dithiothreitol (DTT, 10 mM) for 20 min at 55 °C, and then alkylated using iodoacetamide (50 mM) for 30 min at room temperature in the dark. The biotinylated proteins were enriched with PBS-washed streptavidin-agarose beads (50 μL; Thermo Scientific) by rotating at room temperature for 1.5 h in PBS with 0.2% SDS (1.3 mL). The beads were then washed sequentially with 0.5 mL 0.2% SDS in PBS (10×), 1.1 mL PBS (10×) and 1.1 mL DI H_2_O (10×). On-bead digestion was performed using sequencing-grade trypsin (2 μg; Promega) in 2 M urea in PBS for 12–14 h at room temperature (100 μL). The beads were removed using filtration and washed with DPBS (100 µL).

For in vitro MS-based ABPP selectivity profiles in mouse brain and kidney, peptide digests derived from vehicle (DMSO) and ABD-110-treated proteomes were dimethylated with the addition of light (CH_2_O) or heavy (^13^CD_2_O) formaldehyde (0.15%) and NaBH_3_CN (22.2 mM)^67^. After incubating for 1 hr at room temperature, the methylation reaction was quenched with NH_4_OH (40 μL, 1%) and, subsequently, formic acid (20 μL, 100%) before the heavy and light samples were combined. The mixed samples were then desalted as described below. For all other samples, the digests were acidified by addition of formic acid (10 µL of 100% formic acid) and desalted using SOLAµ^TM^ SPE Plates (HRP 2 mg/1 mL). Samples were dried by centrifugal evaporation. In vitro ABD-110-treated WAT samples were labeled with TMTpro reagents (see below) whereas in vivo ABD-110-treated samples were stored at -80 °C until targeted MS analysis.

### TMTpro labeling protocol

TMTpro labeling protocols were adapted from previous work^68^. Dried samples were reconstituted in 20 µL EPPS buffer, pH 8.5 followed by addition of 5 µL 40 mM TMTpro reagents in acetonitrile for 1 hr. Reactions were quenched with 5 µL 5% hydroxylamine, mixed, desalted, dried as in prior section, and stored at −80 °C until analysis.

### MS data acquisition and analysis

#### Parallel reaction monitoring (PRM) for in vivo target engagement

Dry peptide samples were reconstituted in water containing 0.1% formic acid (20 µL) and 10 µL were injected onto an EASY-Spray column (15 cm × 75 µm ID, PepMap C18, 3 µm particles, 100 Å pore size, Thermo Fisher Scientific) using a Vanquish Neo UHPLC (Thermo Fisher Scientific). Peptides were separated over a 15 min gradient of 0–40% acetonitrile (0.1% formic acid) and analyzed on an Orbitrap Fusion Lumos (Thermo Fisher Scientific) operated using a parallel reaction monitoring (PRM) method for two AIG1 peptides and additional control peptides to assess sample integrity: FASN, PCCA, PC. Selected ions were isolated and fragmented by high energy collision dissociation (HCD) at 30% CE and fragments were detected in the Orbitrap at 15,000 resolution. Further details for the targeted peptides can be found in Supplementary Table 2.

#### MS Acquisition for TMTpro labeled peptides

MS was performed using a Thermo Scientific Vanquish Neo and Orbitrap Eclipse system. Peptides were eluted over a 240 min nLC 5-25-45% acetonitrile gradient. For all samples, data were collected in data-dependent acquisition mode over a range from 375 to 1500 m/z. Each full scan was followed by fragmentation events for 1.5 sec including real-time search of mouse peptides with TMTpro modifications and carbamidomethylation of cysteine and oxidation of methionine for subsequent synchronous precursor selection. Dynamic exclusion was enabled (repeat count of 1, exclusion duration of 60 s) for all experiments.

#### Reductive dimethylation data analysis

Data analysis was performed using a custom in-house pipeline. Raw files were converted, searched and processed with the same software as described for the TMTpro datasets, with the following modifications. Comet searches were performed with the following static modifications carbamidomethylation at cysteine [+57.021463 Da], light dimethyl labeling at lysine and the N-terminus [+28.031300 Da], and the following differential modifications: heavy dimethyl labeling at lysine and the N-terminus [+6.031817 Da] and methionine oxidation [+15.994914 Da]. Peptide ratio quantification was then performed using CIMAGE^69^. Competition ratios for each protein were calculated from the median of all peptide ratios, and then normalized so that the median protein ratio for each sample was equal to one. Ratios were capped between -32 and 32 and converted to percent competition values. Percent competition values for serine hydrolases were reported only if the protein had at least 3 quantified peptides, and at least 1 unique quantified peptide, with an exception being made for AIG1, which was included regardless of its numbers of quantified peptides. The pipeline as well as all code, parameters, and FASTA databases used to process the data as described here can be accessed at the following URL: 10.5281/zenodo.10963110.

#### TMTpro data analysis

Data analysis was performed using a custom in-house pipeline. Raw files were converted to the indexed mzML format using ThermoRawFileParser v1.4.3^70^, and then searched with Comet v2019.01.5^71^ against a mouse FASTA database obtained from UniProt^72^ (reference proteome UP000000589_10090, downloaded on 2020-03-21), with one modification: the original sequence for Ddhd1 was swapped with the sequence of the longest Ddhd1 isoform, having accession F8WIJ5), and concatenated with a list of non-mouse contaminant proteins obtained from MaxQuant^73^, and reverse decoys. Comet searches were performed with the following static modifications: carbamidomethylation at cysteine [+57.021463 Da], and TMTPro labeling on lysine and the N-terminus [+304.207145 Da], and the following differential modification: oxidation at methionine [+15.994914 Da]. Further processing was performed using the OpenMS platform v3.1.0^74^ (commit short hash 26292ad). Files were first converted from.pep.xml to.idXML using IDFileConverter, target/decoy information was added using PeptideIndexer, features were extracted with PSMFeatureExtractor, and Percolator v3.05^75^ was run through PercolatorAdapter. Peptide spectrum matches (PSMs) were then filtered with a q-value threshold of 0.01 using IDFilter. MS3 reporter ion intensities and associated noise values were extracted from the most intense peak within a 0.002 Th window of each reporter ion expected mass and the signal-to-noise ratio (SNR) was calculated by dividing the intensity value by the corresponding noise value at that m/z. SNR values were then normalized per channel to the mean per-channel summed SNR. PSMs having a coefficient of variation greater than 0.5 across control channels, or having a mean SNR of less than two across all channels were removed. Protein competition ratios were then calculated by grouping PSMs by protein, calculating the mean control condition SNR across replicate channels, and dividing that figure by the summed SNR for every other channel. Ratios were capped between −32 and 32 and converted to percent competition values. Percent competition values for serine hydrolases were reported only if the protein had at least three quantified peptides, and at least one unique quantified peptide. The pipeline as well as all code, parameters, and FASTA databases used to process the data as described here can be accessed at the following URL: 10.5281/zenodo.10963110.

#### Chemistry

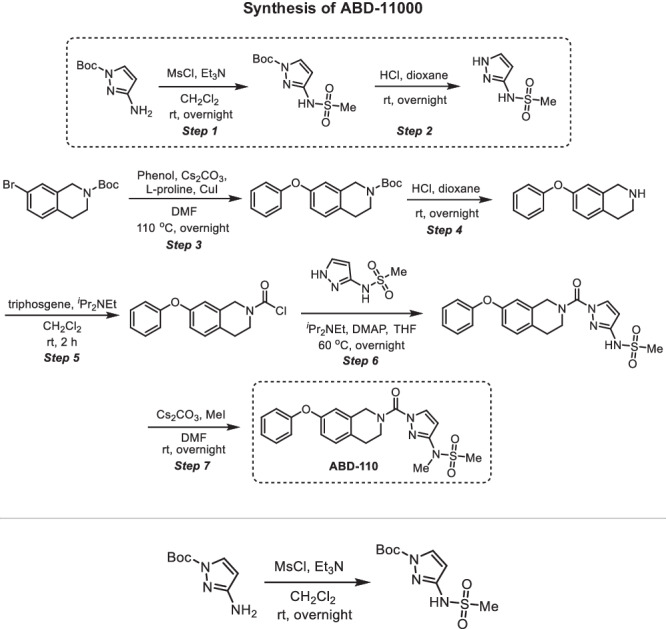

**Step 1 -** ***tert*-butyl 3-(methylsulfonamido)-1H-pyrazole-1-carboxylate**: A 100-mL round-bottom flask was charged with tert-butyl 3-amino-1H-pyrazole-1-carboxylate (300 mg, 1.64 mmol, 1.00 equiv), methanesulfonyl chloride (207 mg, 1.81 mmol, 1.10 equiv), dichloromethane (10 mL) and triethylamine (497 mg, 4.91 mmol, 3.00 equiv). The resulting solution was stirred overnight at room temperature and quenched by water (40 mL). The resulting solution was extracted with dichloromethane (3 ×80 mL) and the organic layers were combined, washed with water (3 ×20 mL), dried over anhydrous sodium sulfate, filtered and concentrated under reduced pressure to provide 400 mg (crude) of *tert*-butyl 3-(methylsulfonamido)-1H-pyrazole-1-carboxylate which was carried to the next step without further purification. 1H NMR (400 MHz, CDCl3): *δ* 8.41 (s, 1H), 8.01 (d, *J* = 2.9 Hz, 1H), 6.51 (d, *J* = 2.9 Hz, 1H), 3.11 (s, 3H), 1.66 (s, 9H); MS (ESI, m/z): [M + H]+ calcd. for C9H16N3O4S, 262; found, 262.
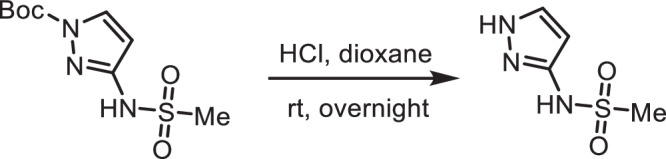

**Step 2 - N-(1H-pyrazol-3-yl)methanesulfonamide:** A 100-mL round-bottom flask was charged with *tert*-butyl 3-(methylsulfonamido)-1H-pyrazole-1-carboxylate (400 mg, 1.53 mmol, 1.00 equiv), 1,4-dioxane (10 mL) and concentrated hydrogen chloride (5 mL). The resulting solution was stirred overnight at room temperature and concentrated under reduced pressure to provide 450 mg (crude) of N-(1H-pyrazol-3-yl)methanesulfonamide. 1H NMR (400 MHz, CDCl3): *δ* 11.67 (s, 2H), 9.78 (s, 1H), 7.64 (d, J = 2.3 Hz, 1H), 6.00 (d, J = 2.3 Hz, 1H), 3.02 (s, 3H); MS (ESI, m/z): [M + H]+ calcd. for C4H8N3O2S, 162; found, 162.
**Step 3 -** ***tert*-butyl 7-phenoxy-3,4-dihydroisoquinoline-2(1H)-carboxylate:** A 100-mL round-bottom flask was charged with *tert*-butyl 7-bromo-1,2,3,4-tetrahydroisoquinoline-2-carboxylate (2.00 g, 6.41 mmol, 1.00 equiv), *N,N*-dimethylformamide (50 mL), phenol (1.20 g, 12.7 mmol, 2.00 equiv), dicesium carbonate (5.20 g, 16.0 mmol, 2.50 equiv), L-proline (298 mg, 2.57 mmol, 0.40 equiv) and cuprous iodide (244 mg, 1.28 mmol, 0.20 equiv) under nitrogen. The resulting solution was stirred overnight at 110 ^o^C and quenched by water (40 mL). The resulting solution was extracted with dichloromethane (3 ×80 mL) and the organic layers were combined, washed with water (3 ×20 mL), dried over anhydrous sodium sulfate, filtered and concentrated under reduced pressure. The residue was chromatographed on a silica gel column with ethyl acetate/petroleum ether (1/10) to provide 1.25 g (60% yield) of *tert*-butyl 7-phenoxy-1,2,3,4-tetrahydroisoquinoline-2-carboxylate as light-yellow oil. 1H NMR (400 MHz, CDCl3): *δ* 7.40–7.31 (m, 2H), 7.16–7.09 (m, 2H), 7.05–6.99 (m, 2H), 6.86 (dd, J = 8.3, 2.5 Hz, 1H), 6.78 (d, J = 2.5 Hz, 1H), 4.55 (s, 2H), 3.67 (t, J = 5.9 Hz, 2H), 2.83 (t, J = 5.9 Hz, 2H), 1.51 (s, 9H); MS (ESI, m/z): [M-tBu+H]+ calcd. for C16H16NO3, 270.1; found, 270.0.
**Step 4 - 7-phenoxy-1,2,3,4-tetrahydroisoquinoline:** A 50-mL round-bottom flask was charged with *tert*-butyl 7-phenoxy-1,2,3,4-tetrahydroisoquinoline-2-carboxylate (1.25 g, 3.84 mmol, 1.00 equiv), 1,4-dioxane (10 mL), concentrated hydrogen chloride (5 mL). The resulting solution was stirred overnight at room temperature and concentrated under reduced pressure. The resulting solution was diluted with water (40 mL). The pH value of the solution was adjusted to 11–12 with sodium hydroxide (4 M). The resulting solution was extracted with dichloromethane (3 ×80 mL) and the organic layers were combined, washed with water (3 ×20 mL), dried over anhydrous sodium sulfate, filtered and concentrated under reduced pressure to provide 1.10 g (crude) of 7-phenoxy-1,2,3,4-tetrahydroisoquinoline as light-yellow oil. 1H NMR (400 MHz, CDCl3): *δ* 9.58 (s, 2H), 7.47–7.36 (m, 2H), 7.29–7.22 (m, 1H), 7.19–7.11 (m, 1H), 7.04–6.97 (m, 2H), 6.97–6.89 (m, 2H), 4.22 (d, J = 4.5 Hz, 2H), 3.39–3.33 (m, 2H), 2.99 (t, J = 6.3 Hz, 2H); MS (ESI, m/z): [M + H]+ calcd. for C15H16NO, 226; found, 226.
**Step 5 - 7-phenoxy-3,4-dihydroisoquinoline-2(1H)-carbonyl chloride:** A 50-mL round-bottom flask was charged with triphosgene (158 mg, 0.530 mmol, 0.50 equiv), dichloromethane (5 mL), 7-phenoxy-1,2,3,4-tetrahydroisoquinoline (240 mg, 1.07 mmol, 1.00 equiv). *N,N*-diisopropylethylamine (413 mg, 3.20 mmol, 3.00 equiv) was added dropwise at 0 ^o^C. The resulting solution was stirred for 2 h at room temperature and quenched with water (40 mL). The resulting solution was extracted with dichloromethane (3 ×80 mL) and the organic layers were combined, washed with water (3 ×20 mL), dried over anhydrous sodium sulfate, filtered and concentrated under reduced pressure to provide 300 mg (crude) of 7-phenoxy-1,2,3,4-tetrahydroisoquinoline-2-carbonyl chloride as light-yellow oil. This was used in the next step without further purification.
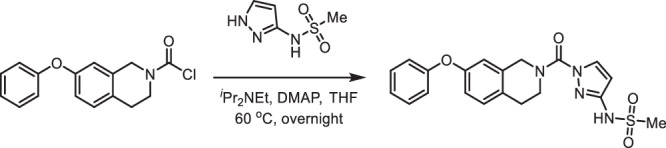

**Step 6 - N-(1-(7-phenoxy-1,2,3,4-tetrahydroisoquinoline-2-carbonyl)-1H-pyrazol-3-yl)methanesulfonamide:** A 50-mL round-bottom flask was charged with 7-phenoxy-1,2,3,4-tetrahydroisoquinoline-2-carbonyl chloride (150 mg, 0.520 mmol, 1.00 equiv), tetrahydrofuran (5 mL), *N*-(1H-pyrazol-3-yl)methanesulfonamide (84.0 mg, 0.520 mmol, 1.00 equiv), *N,N*-diisopropylethylamine (202 mg, 1.56 mmol, 3.00 equiv) and 4-dimethylaminopyridine (13.0 mg, 0.110 mmol, 0.20 equiv). The resulting solution was stirred overnight at 60  ^o^C and quenched by water (40 mL). The resulting solution was extracted with dichloromethane (3 ×80 mL) and the organic layers were combined, washed with water (3 ×20 mL), dried over anhydrous sodium sulfate, filtered and concentrated under reduced pressure. The residue was chromatographed on a silica gel column with ethyl acetate/petroleum ether (1/1) to provide 170 mg (79% yield) of *N*-[1-[(7-phenoxy-1,2,3,4-tetrahydroisoquinolin-2-yl)carbonyl]-1H-pyrazol-3-yl]methanesulfonamide as light-yellow oil. 1H NMR (400 MHz, CDCl3): *δ* 8.09 (d, J = 2.8 Hz, 1H), 7.39–7.32 (m, 2H), 7.18–7.10 (m, 2H), 7.04– 6.98 (m, 2H), 6.90 (dd, J = 8.3, 2.5 Hz, 1H), 6.78 (d, J = 2.5 Hz, 1H), 6.34 (d, J = 2.9 Hz, 1H), 4.89 (s, 2H), 4.02 (t, J = 5.8 Hz, 2H), 3.16 (s, 3H), 3.01 (t, J = 5.9 Hz, 2H); 13 C NMR (100 MHz, CDCl3): δ 157.2, 155.8, 150.8, 148.01, 134.1, 133.7, 130.1, 129.8, 129.0, 123.4, 118.8, 117.8, 116.4, 99.7, 40.7, 28.1; HRMS (ESI, m/z): [M + H]+ calcd. for C20H21N4O4S, 413.1284; found, 413.1284.
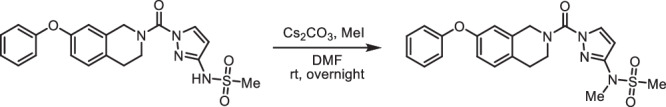

**Step 7 - N-methyl-N-(1-(7-phenoxy-1,2,3,4-tetrahydroisoquinoline-2-carbonyl)-1H-pyrazol-3-yl)methanesulfonamide (ABD-110):** A 50-mL round-bottom flask was charged with *N*-[1-[(7-phenoxy-1,2,3,4-tetrahydroisoquinolin-2-yl)carbonyl]-1H-pyrazol-3-yl]methanesulfonamide (170 mg, 0.410 mmol, 1.00 equiv), *N,N*-dimethylformamide (4 mL), dicesium carbonate (269 mg, 0.830 mmol, 2.00 equiv) and iodomethane (88.0 mg, 0.620 mmol, 1.50 equiv). The resulting solution was stirred overnight at room temperature and quenched by water (40 mL). The resulting solution was extracted with dichloromethane (3 ×80 mL) and the organic layers were combined, washed with water (3 ×20 mL), dried over anhydrous sodium sulfate, filtered and concentrated under reduced pressure. The crude product was purified by preparative HPLC using the following gradient conditions: 20% CH_3_CN/80% Phase A increasing to 80% CH_3_CN over 10 min, then to 100% CH_3_CN over 0.1 min, holding at 100% CH_3_CN for 1.9 min, then reducing to 20% CH_3_CN over 0.1 min, and holding at 20% for 1.9 min, on a Waters 2767-5 Chromatograph. Column: Xbridge Prep C_18_, 19*150 mm 5um; Mobile phase: Phase A: aqueous NH_4_HCO_3_ (0.05%); Phase B: CH_3_CN; Detector, UV220 and 254 nm. Purification resulted in 103 mg (58% yield) of *N*-methyl-N-[1-[(7-phenoxy-1,2,3,4-tetrahydroisoquinolin-2-yl)carbonyl]-1H-pyrazol-3-yl]methanesulfonamide as a light-yellow semi-solid. ^1^H NMR (400 MHz, CDCl_3_) δ 8.07 (d, *J* = 2.8 Hz, 1H), 7.31–7.36 (m, 2H), 7.09–7.16 (m, 2H), 6.98–7.00 (m, 2H), 6.87–6.89 (m, 1H), 6.77 (s, 1H), 6.52 (d, *J* = 2.8 Hz, 1H), 4.89 (s, 2H), 4.03 (s, 2H), 3.39 (s, 3H), 3.02 (*t*, *J* = 5.8 Hz, 2H), 2.94 (s, 3H); 13 C NMR (100 MHz, CDCl_3_): δ 157.2, 155.8, 151.60, 150.9, 134.2, 133.4, 130.1, 129.8, 129.1, 123.4, 118.8, 117.9, 116.4, 101.3, 36.7, 35.6; HRMS (ESI, m/z): [M + H]+ calcd. for C21H23N4O4S, 427.1440; found, 427.1440.

### Statistics and reproducibility

All data are presented as mean ± s.e.m. Statistical analysis was performed in Prism 8 (GraphPad Software). Comparisons between two groups were performed using an unpaired two-tailed Student’s *t* test. A one-way ANOVA followed by Dunnett’s or Bonferroni’s multiple comparisons test was used to compare more than two groups containing one factor. A *two-way* ANOVA followed by Dunnett’s multiple comparisons test was used to compare more than two groups containing two factors. *P* < 0.05 was considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

All data supporting the findings of this study are available within the paper, in the supplementary information file, and in the source data file. The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus and are accessible through accession number GSE213048. The mass spectrometry proteomics data generated in this study are available via ProteomeXchange with identifier PXD047864. All code, including pipeline orchestration, parameters, search databases, and any report-generating scripts used to process the proteomics data in this paper has been open-sourced with a GPL v3.0 license and can be accessed without any restriction at the following URL: 10.5281/zenodo.10963110. Source data are provided with this paper, including the raw lipidomic data accompanying Figs. 6, 8, and supplementary Figs. 5 and 9.

# Supplementary material for: Inflammation causes insulin resistance in mice via interferon regulatory factor 3 (IRF3)-mediated reduction in FAHFA levels
**Source:** Nat Commun. 2024 May 30;15:4605. doi: 10.1038/s41467-024-48220-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** Gene expression in adipocytes expressing IRF3-2D vs. GFP (associated with main Figure 5). Fold change calculated as mean in IRF3-2D over mean in GFP.

How the deposited data were processed for this re-analysis (not part of the article)

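RNA was sequenced in 2 experiments in mice. In the first, which the paper reports in Fig. 5, adipocytes differentiated from the inguinal SVF of IRF3-2D mice were transduced with AAV-GFP (WT, 3 libraries) or AAV-GFP-Cre (FI3OE, 3 libraries). In the second, which the paper's text does not describe, RNA on ribosomes of adipocytes was isolated by TRAP from eWAT of FI3KO (6 libraries) and WT (6 libraries) mice. TRAP pulls down a tagged ribosomal protein that is made in adipocytes only. The sample labels state that these mice were fed HFD for 8 weeks at thermoneutrality, while the paper's metabolic studies lasted 16 weeks. Conditions and replicate numbers were taken from the sample labels.

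For each library the authors give a table of 118733 transcripts with Salmon's estimated number of reads (expected counts, neither normalized nor whole numbers), TPM and effective length. The reads had been demultiplexed with bcl2fastq (version 2.20.0), trimmed and filtered with fastp (version 0.20.1) and quantified with Salmon (version 1.4.0) by selective alignment, with correction for sequence-specific and GC bias. The estimated counts were used for all comparisons. TPM and effective lengths were used only for the alternative with a length offset, and TPM for values of single transcripts. Transcripts were assigned to genes with the GENCODE M21 annotation, by identifier without the version. A match was found for 117850 transcripts, with the same version for 117415. The other 883 were kept as genes of their own, which gave 33440 genes in all. Counts were summed per gene and rounded.

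Libraries of FI3OE and WT SVF-derived adipocytes held between 21541334 and 36932452 reads. FI3KO TRAP libraries held between 25259869 and 40490283 reads (median 31152226) and WT TRAP libraries between 25729179 and 37933320 (median 31353757.5). A group whose libraries all held 3 reads or fewer of a gene was taken to be at the limit of detection, and fold changes against it were computed from 3 reads. Intervals and limits of this kind cover counting error only.

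Each experiment was fitted on its own. In R 4.3.3, edgeR 4.0.16 was used for filterByExpr, TMM normalization and the quasi-likelihood test with Benjamini-Hochberg adjustment, without covariates. The paper's cutoffs were applied, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Named genes were chosen by a rule. They are the 19 genes that the paper names for IRF3 expression, FAHFAs or glucose metabolism in adipocytes, and in each comparison the 5 genes with the largest rise and the 5 with the largest fall among those past the cutoffs, with a mean log2 CPM of at least 1 and no overlap between the groups. For Irf3 and Aig1 a two-sided exact permutation test on log2 CPM (with 0.1 added) was run in Python 3.11.15 with scipy 1.17.1.

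Gene lists were written from general knowledge and share no gene with one another: interferon-stimulated genes (40), NF-kB target genes (20), adipocyte marker genes (18), lipogenic genes (17), p53 target genes (22), ER chaperone genes (19), macrophage marker genes (18), mesothelial marker genes (12) and epididymal marker genes (17). Lists with at least 5 genes tested were compared with the other genes by camera in limma 3.58.1, on log2 CPM with a prior count of 2. The median log2 fold changes of lists are of differences in mean log2 CPM on that scale, unless edgeR's fitted values are named. The genes higher and the genes lower in FI3OE past the cutoffs were tested in the same way in the TRAP libraries.

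The alternatives set before the data were examined were DESeq2's size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, a minimum of 10 counts in every library, an offset for the average transcript length, robust dispersion estimates, a fit of all 18 libraries, removal of mitochondrial-genome and rRNA genes, the replicate number as a block, each library left out in turn, no fold-change cutoff, a test against a log2 fold change of 1 (glmTreat), fry, and camera with estimated correlation. Chosen after seeing the data were removal of Gm26917 and Gm42418, removal of transcripts without a match, removal of each library's trend on GC content and transcript length, thinning to the smallest library, and for the TRAP libraries replicates 1 and 2 against 3 to 6 as a term, replicates 3 to 6 only, and replicates 1 and 2 only.

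The comparison was tested on simulated data with as many libraries per group, in which 200 genes had a log2 fold change of 1.5. Of these, 97% were recovered in each of the 2 designs, with 16 false calls at an adjusted p of 0.05 among genes simulated without a change for the SVF-derived adipocytes and 8 for the TRAP libraries. The other data of the paper, including lipids, proteins and qPCR, were not used here.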

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

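Other splits of the libraries were chosen as a test before the counts they give were seen. The other tests in this part were chosen after the result was seen. The paper's text does not report the TRAP libraries, so each TRAP result below comes from data outside its analysis.

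Between FI3KO and WT eWAT adipocytes isolated by TRAP, 901 of 13624 genes met the paper's 2 cutoffs, 237 higher and 664 lower in FI3KO, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 100 splits drawn from the 462 ways to divide the 12 libraries into 6 and 6, 1 gave as many genes, the real one, and the largest count among the others was 595. Once each library's trend on GC content and transcript length was removed, 95.9% of the 901 genes were still past the cutoffs, and 92.0% were after all libraries were thinned to the smallest one. Both argue against these trends and depth as the whole cause. On chromosome 7, which holds Irf3, 6.3% of the genes tested met the cutoffs, against 6.6% elsewhere. Strain variants linked to the Irf3 allele could lie in a short stretch near it. A share over the whole chromosome cannot decide on these, and variants on other chromosomes were not tested. A smaller share of RNA from all cells other than adipocytes would lower their markers alike. The median of edgeR's fitted log2 fold changes was -1.50 for 15 macrophage marker genes and -0.25 for 8 mesothelial marker genes (two-sided exact permutation of the genes between the lists, p = 0.00319). That test takes the genes as independent and does not measure the spread between libraries. In fits that each left out one library, the medians on log2 CPM ranged from -1.72 to -1.33 for macrophage and from -0.42 to 0.20 for mesothelial marker genes. This argues against an equal fall, while unequal falls in the RNA of other cells stay open. Both lists have low levels in these libraries: the most abundant macrophage genes, Lyz2 and Cd74, had a mean log2 CPM of 3.4 and 3.1, against 11.4 for Adipoq. The count depended on the libraries. In replicates 3 to 6 alone 1868 genes met the cutoffs, and in replicates 1 and 2 alone 191, and 70 genes did so in both. A lower share of macrophage RNA in FI3KO is excluded as the whole cause, since 237 of the 901 genes were higher in FI3KO. With replicates 1 and 2 against 3 to 6 as a term, 874 of the 901 genes (97.0%) were still past the cutoffs. Both sets hold as many FI3KO as WT libraries, so that this term could hardly remove a difference between the groups. It does not decide what part a difference between the sets has in the count. Of the 901 genes, 878 (97.4%) were past the cutoffs in replicates 3 to 6 alone and 65 (7.2%) in replicates 1 and 2 alone. A change in the adipocytes through loss of IRF3 stays open, as do strain variants. So does a difference in handling between the FI3KO and WT libraries that the labels do not name.

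Irf3 kept reads in the FI3KO TRAP libraries. Its log2 fold change in the TRAP libraries was -0.35 (standard error 0.11, adjusted p = 0.0198 from edgeR's quasi-likelihood test), with 15.8 ± 2.5 CPM in FI3KO and 20.1 ± 2.1 CPM in WT (SD, n = 6 each) and 4 of 6 FI3KO libraries below all WT libraries (two-sided exact permutation test, p = 0.013). The change was -0.45 in replicates 3 to 6 and -0.18 in replicates 1 and 2, and the difference between these was not past the threshold (adjusted p = 0.365 from edgeR's interaction term). Single transcripts separated the groups without overlap. Irf3-202, which is 1429 nt long, had no read in any of the 6 FI3KO libraries and between 163.6 and 388.1 in each WT library, while a transcript of 369 nt had between 89.9 and 175.3 reads in FI3KO and at most 7.6 in WT. No library, 0 of 12, went against its label by Irf3-202. The reads that remain lie on shorter or other transcripts, and whether these come from a truncated product of the deleted allele was not tested.

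Aig1 was higher in FI3KO in the TRAP libraries, by a log2 fold change of 0.29 (standard error 0.11, adjusted p = 0.0552 from edgeR's quasi-likelihood test), with 8.13 ± 1.43 CPM in FI3KO and 6.63 ± 0.61 CPM in WT (SD, n = 6 each). In the two-sided exact permutation test p was 0.013, and 3 of 6 FI3KO libraries lay above all WT libraries. FI3KO replicate 1 lay far from the other FI3KO libraries, at 10.95 CPM against 7.19 to 8.20, with a gap of 0.732 of the group's range. Without it the log2 fold change was 0.19 (adjusted p = 0.111 from edgeR's quasi-likelihood test), and over 28 alternatives the adjusted p ranged from 0.0265 to 0.184. The change was 0.52 in replicates 1 and 2 and 0.18 in replicates 3 to 6, without a difference past the threshold (adjusted p = 0.284 from edgeR's interaction term). Group labels exchanged between the libraries are excluded by the Irf3 transcript, for which 0 of 12 libraries went against their label. The same library was the highest FI3KO library for Gm48795, at 3.32 CPM against 0.77 to 1.60, with a gap of 0.674 of the range. Among 55 groups of libraries tested for such a gap there were 2, fewer than the 2.8 that chance gives. No cause was tested for either, and no biological explanation was tested.

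In the TRAP libraries 4 of 8 lists of related genes had an adjusted p of 0.05 or less in limma's camera with preset correlation. The median log2 fold change was -1.47 for 15 macrophage marker genes, 14 of them lower in FI3KO (adjusted p = 6.41e-05 from limma's camera). It was -0.80 for 17 NF-kB target genes, 16 of them lower, -0.41 for 19 p53 target genes, 15 of them lower (adjusted p = 5.03e-05 for both lists from limma's camera), and -0.16 for 35 interferon-stimulated genes, 30 of them lower (adjusted p = 0.00693 from limma's camera). Of 186 genes tested that were higher in FI3OE SVF-derived adipocytes, 134 were lower in FI3KO, with a median of -0.34 (adjusted p = 2.94e-06 from limma's camera). Limma's fry called all 4 lists and this set, and also lipogenic genes (adjusted p = 0.00389 from limma's fry). With estimated correlation camera called this set, with an adjusted p of 0.0259, and 0 of the lists, 1 of which, p53 target genes, had an unadjusted p under 0.05 in that test (0.0433).

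These lists differed between the libraries. In replicates 3 to 6 the median log2 fold change was -2.34 for macrophage marker genes, -1.19 for NF-kB target genes, -0.57 for p53 target genes, -0.18 for interferon-stimulated genes (adjusted p = 0.133 from limma's camera) and -0.46 for the genes higher in FI3OE. In replicates 1 and 2 it was 0.21 for macrophage marker genes, -0.15 for NF-kB target genes, -0.20 for p53 target genes, -0.21 for interferon-stimulated genes (adjusted p = 0.00104 from limma's camera) and -0.15 for the genes higher in FI3OE. The difference between the libraries was not tested for the lists. In replicates 1 and 2 macrophage markers were not lower. There p53 target genes were still lower (adjusted p = 0.0285 from limma's camera), as were the genes higher in FI3OE (adjusted p = 0.00156 from limma's camera). For both, this argues against a lower share of macrophage RNA as the whole cause. The argument needs WT replicates 1 and 2 to be separate samples, which their closeness, described below, leaves open. NF-kB target genes were not past the threshold in replicates 1 and 2 (adjusted p = 0.224 from limma's camera), which with 2 libraries per group does not decide. A second test was added with its values already seen. Macrophage RNA would bring its abundant transcripts along, yet 5 of 17 NF-kB target genes lost more CPM in FI3KO than Lyz2, the macrophage marker gene with the largest loss (10.5 CPM): Sod2 (165.9 CPM), Ccl7 (28.8 CPM), Ccl2 (25.3 CPM), Nfkb2 (20.0 CPM) and Tnfaip2 (14.4 CPM). This argues against a smaller share of macrophage RNA as the whole cause for this list, most of all through Sod2, and a part in the less abundant genes stays open. Without the trend on GC content and transcript length the median of p53 target genes was -0.40, which argues against that trend. For macrophage marker genes, fewer macrophages in the tissue and less of their RNA carried along by the TRAP procedure stay open. For the other lists, an effect of IRF3 in adipocytes, strain variants and a difference in handling between the groups stay open.

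In FI3OE SVF-derived adipocytes 2 lists outside the genes that the paper discusses changed. All 19 ER chaperone genes were lower, with a median log2 fold change of -1.05 (adjusted p = 1.78e-13 from limma's camera), and all 22 p53 target genes were higher, with a median of 0.75 (adjusted p = 6.97e-15 from limma's camera). Both stayed past the threshold under fry. With estimated correlation the adjusted p was 0.0248 for p53 target genes and 0.174 for ER chaperone genes, from limma's camera. Without the trend on GC content and transcript length the medians were -1.04 and 0.78, which argues against that trend for both. All FI3OE libraries carry Cre and no WT library does. Cre recombinase and IRF3-2D as the cause of the rise of 0.75 in p53 target genes therefore cannot be told apart, and an effect of either is open for the ER chaperone genes too.

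Of 583 genes past the cutoffs between FI3OE and WT, 97.3% were still past them without the trend on GC content and transcript length, and 90.1% after thinning to the smallest library. Of the 10 splits of the 6 libraries into 3 and 3, only the real one, 1 of 10, gave as many genes, and no other gave more than 2. With 10 splits the share is never under 0.1, so that chance is not excluded by this count.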

How the results depend on the processing

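Over 74 results and 1587 values under other settings, 1460 kept their direction and their side of the threshold, or for a count of genes stayed within 1.5 times the value reported. In 31 the direction was reversed, 84 others of single genes and lists changed, 55 of them weaker and 29 stronger, and 12 counts of genes or lists moved by more than 1.5 times. In FI3OE SVF-derived adipocytes the count of 583 genes stayed between 421 and 754 under the other settings. It was 5960 without the fold-change cutoff and 175 with glmTreat, which change the cutoff itself. In the fit of all 18 libraries, which estimates a gene's dispersion from both experiments together, it was 342. The median change in log2 fold change over all genes was 0.0032 there. The standard error rose from 0.069 to 0.567 for Ccl2 and from 0.0355 to 0.253 for Adipoq. The small median change argues against a general shift in fold changes as the cause of the 342. The part of the shared dispersion was not tested on its own. From 551 to 623 genes were found in the 6 fits that each left out one library. Irf3 and Aig1 kept their direction and an adjusted p of 0.05 or less in edgeR or DESeq2 in all 19 alternatives.

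In the TRAP libraries the count of 901 genes was 574 with at least 10 counts in every library, where fewer genes are tested, 1355 in the fit of all 18 libraries, 5095 without the fold-change cutoff and 92 with glmTreat. In settings chosen after seeing the data it was 1868 in replicates 3 to 6 and 191 in replicates 1 and 2, with fewer libraries. From 761 to 1115 genes were found in the 12 fits that each left out one library, and the count stayed between 736 and 1153 otherwise. In the 18-library fit the median change in log2 fold change over all genes was -0.0071, and the standard error of Aig1 fell from 0.113 to 0.0953. What part the shared dispersion has in the 1355 was not tested. The log2 fold change of Irf3 was reversed, to 0.71 (adjusted p = 0.00181 in edgeR), with the offset for transcript length. In FI3KO more of the reads lie on shorter transcripts, and the offset gives reads of shorter transcripts more weight. It was -0.18 (adjusted p = 0.452 in edgeR) in replicates 1 and 2, which leaves 2 libraries per group. The log2 fold change of Aig1 passed the threshold with the DESeq2 Wald test (0.29, adjusted p = 0.0472), with the length offset (0.45, adjusted p = 0.0368 in edgeR), in the 18-library fit (0.29, adjusted p = 0.0265 in edgeR) and without WT replicate 5 (0.34, adjusted p = 0.0431 in edgeR), and it ranged from 0.19 to 0.34 over the fits that each left out one library. The cause was not tested.

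With the replicate number as a block, the counts were 579 in FI3OE and 736 in FI3KO, and Irf3 in FI3KO had a log2 fold change of -0.36 (adjusted p = 0.0538 in edgeR, within 0.00181 to 0.452 over its 28 alternatives). Fabp4 and Mlxipl in FI3KO had adjusted p-values of 0.0563 and 0.0655 with the block, within 0.0113 to 0.184 and 0.00316 to 0.871 over 28 alternatives, and Ppargc1a in FI3OE had 0.0716, within 0.0313 to 0.656 over 19, all in edgeR or DESeq2. These 4 are the single genes and lists that the block moved across the threshold. The numbers do not pair the libraries: the correlation across genes of libraries with the same number lay between -0.272 and 0.028.

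Of the gene lists, 3 were called in FI3OE and 4 in FI3KO. With fry 6 were called in FI3OE and 5 in FI3KO, where lipogenic genes were added. With estimated correlation 1 was called in FI3OE and 0 in FI3KO, where 1, p53 target genes, had an unadjusted p under 0.05 (0.0433).

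The other reversals concern values near 0 or the difference between TRAP replicates. In FI3OE, without the trend on GC content and transcript length, Cebpa was at -0.0055 and macrophage marker genes at -0.0088. In FI3KO, Slc2a4 was at -0.0029 with at least 10 counts in every library and at -0.10 with the length offset. In replicates 3 to 6, Ifit1 was at 0.40 and Rsad2 at 0.16. In replicates 1 and 2, Cxcl10 was at -0.23, Adipoq at -0.37, Ppargc1a at -0.087, Slc2a4 at -0.39, and the lists of adipocyte marker genes at -0.13, ER chaperone genes at 0.026, macrophage marker genes at 0.21 and mesothelial marker genes at 0.60. Over the fits that each left out one library, log2 fold changes in FI3OE ranged from -0.016 to 0.054 for Pparg, from -0.003 to 0.020 for Cebpa and from -0.0008 to 0.079 for macrophage marker genes. In FI3KO they ranged from -0.30 to 0.049 for Ifit1, from -0.079 to 0.070 for Slc2a4, from -0.037 to 0.0065 for ER chaperone genes and from -0.42 to 0.20 for mesothelial marker genes. The cause of these reversals was not tested. Leaving out single libraries also moved the calls of Ppargc1a, Fabp4, Adtrp and NF-kB target genes in FI3OE and of Fabp4, Adipoq, Ppargc1a and lipogenic genes in FI3KO.

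Depth limits the genes near the floor. Of the genes past the cutoffs, 6 of 583 in FI3OE and 0 of 901 in FI3KO had a group in which every library held 3 reads or fewer, so that their fitted fold changes are not measures of size. Cel had too few reads for a test in either experiment, and Ccl5 in the TRAP libraries.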

Differences from the paper's values

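For Aig1 in FI3OE against WT SVF-derived adipocytes, the paper's Supplementary Data 1 gives a log2 fold change of 1.46, against 0.56 here. Under the alternatives set before the data were examined, which were DESeq2's size factors, the DESeq2 Wald test, no filter on low counts, at least 10 counts in every library, an offset for transcript length, robust dispersion estimates, all 18 libraries in one fit, mitochondrial-genome and rRNA genes removed, the replicate number as a block and each library left out in turn, it lay between 0.50 and 0.59, and none of them closed the gap. The paper's table gives a mean log2 CPM of 8.48 for Aig1, against 3.47 here, a value that was computed for the main setting only.

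In the volcano plot the paper places Aig1 at a log2 fold change of about 1.0 (Fig. 5c, read by eye), against 0.56 here, and Irf3 at about 1.2 (Fig. 5c, read by eye), against 0.73 here. None of the alternatives set before the data were examined closed either gap. For Irf3 the paper's Supplementary Data 1 gives 0.73, the value found here. The plot thus places Irf3 above Aig1 and the paper's table places it below, so that no change of log base or unit brings the plot and the table together.

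The paper names Aig1 as significantly affected, under cutoffs on both the false discovery rate and the fold change. Here Aig1 had an adjusted p of 2e-04 in edgeR's quasi-likelihood test and a log2 fold change under the cutoff of 1, in the main setting and in all 19 alternatives. It is called only where the fold-change cutoff is left out, a setting that calls 5960 genes.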

Other observations

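The tests in this part were chosen after the results were seen.

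The difference between the paper's values for Aig1 and those found here was examined with 2 tests. Reads of Aig1 on transcripts that the M21 annotation does not hold are excluded as a cause: of the 883 transcripts without a match, 0 had both a mean above 100 CPM and a log2 ratio above 1 in the SVF-derived adipocytes, and the highest mean among those with such a ratio was 11.15 CPM. A second candidate explanation is that the paper's entry for Aig1 holds the values of another gene. For each entry of the part of Supplementary Data 1 that was read, the gene nearest in log2 fold change, mean log2 CPM and F was searched among 16093 genes tested here, with each difference taken from its median and divided by its spread (scaled median absolute deviation) over the other entries. Among 103 other entries with an absolute log2 fold change of at least 1 and a mean log2 CPM of at least 5, for 81 (78.6%) the nearest gene was the one named, and for 101 the one named was among the 3 nearest, at a distance of 4.47 at most. For the Aig1 entry, Aig1 ranked 5974 at a distance of 72.6, and the nearest gene was Oasl2, at a distance of 1.32 with the next gene at 4.6. Oasl2 had a log2 fold change of 1.48 and a mean log2 CPM of 8.36 here. Over the 1979 entries whose gene was tested here, the median absolute difference in log2 fold change from the paper's table was 0.027, and of these only Aig1 was more than 0.5 apart in log2 fold change and more than 1 in mean log2 CPM. This remains a hypothesis, found and tested on the same values, with 10805 of 12804 entries not read. It concerns the table only. It says nothing on the qPCR and western blots of the paper, and in these libraries too Aig1 was higher in FI3OE.

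The paper reports that Aig1 was lower in whole eWAT of FI3KO mice (Fig. 5f) and that Adtrp was unchanged in tissues (Supplementary Fig. 4c). The TRAP libraries are of adipocyte RNA from other samples. In them Adtrp was lower in FI3KO, with a log2 fold change of -0.97 (adjusted p = 0.00137 from edgeR's quasi-likelihood test) and all 6 FI3KO libraries below all WT libraries. Its change was -1.00 in replicates 1 and 2 and -0.95 in replicates 3 to 6. Ccl2 was lower, with a log2 fold change of -4.14 (adjusted p = 2.38e-04 from edgeR's quasi-likelihood test), by -1.38 in replicates 1 and 2 and -5.07 in replicates 3 to 6, and these differed (adjusted p = 2.45e-05 from edgeR's interaction term). Log2 fold changes were 0.63 for Pnpla2, 0.51 for Cebpa, 0.49 for Ppp2r1b, 0.30 for Fabp4 and -0.25 for Mlxipl, with adjusted p-values of 0.00389, 4.78e-04, 9.88e-04, 0.0441 and 0.0201 from edgeR's quasi-likelihood test. The change in Ppp2r1b differed between replicates 1 and 2 (0.17) and replicates 3 to 6 (0.66), with an adjusted p of 0.00842 from edgeR's interaction term. For Cebpa (0.32 and 0.62) the difference was not past the threshold (adjusted p = 0.0951 from edgeR's interaction term). The interaction was not examined for Pnpla2, Fabp4 and Mlxipl by name. In replicates 1 and 2 alone Adtrp, Pnpla2, Cebpa, Ppp2r1b, Fabp4 and Mlxipl had adjusted p-values between 0.0555 and 0.871 in edgeR's quasi-likelihood test, the highest for Mlxipl, whose log2 fold change there was -0.026. With the replicate number as a block the adjusted p of Mlxipl was 0.0655, and it ranged from 0.00316 to 0.871 over 28 alternatives. Fabp4 was above 0.05 in 9 of the 12 fits that each left out one library, with adjusted p-values from 0.0113 to 0.107. Adipoq (0.42), Ppargc1a (0.41), Pparg (-0.11) and Slc2a4 (0.01) had adjusted p-values of 0.115, 0.0579, 0.584 and 0.95 from edgeR's quasi-likelihood test. With one library left out, the adjusted p ranged from 0.0399 to 0.236 for Adipoq, the lowest without WT replicate 1. For Ppargc1a it ranged from 0.0192 to 0.135, the lowest without FI3KO replicate 1. In replicates 3 to 6, Adipoq was at 0.90 (adjusted p = 1.6e-04) and Ppargc1a at 0.64 (adjusted p = 0.00609), both in edgeR's quasi-likelihood test. In replicates 1 and 2 they were at -0.37 (adjusted p = 0.0968) and -0.087 (adjusted p = 0.786) in the same edgeR test. Ifit1 (-0.17), Rsad2 (-0.19), Cxcl10 (0.20) and Isg15 (-0.46) had mean log2 CPM of 1.28 or less and adjusted p-values between 0.149 and 0.665 from edgeR's quasi-likelihood test. Ccl5 had 3 reads or fewer in all 6 FI3KO libraries and in 3 of 6 WT libraries, too few for a fold. Of the 19 genes of the paper, 17 were tested, 8 had an adjusted p of 0.05 or less over all genes and 10 when adjusted over the list alone, and 1, Ccl2, met both cutoffs.

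Among the largest rises in FI3KO by the same rule were those of Gm9747 (log2 fold change 3.46), Gm42517 (3.32), Mycl (2.77) and Smim5 (2.56). The largest falls were those of Gm48795 (-4.82), Tph2 (-4.79), Otop1 (-4.53), S100a8 (-4.32) and Gpr50 (-4.27). Over the alternatives the fall ranged from -5.93 to -1.365 for Tph2, from -6.01 to -1.71 for Otop1 and from -5.28 to -4.08 for Gm48795. Tph2 had 19.2 and 17.5 CPM in WT replicates 1 and 2, and between 138.3 and 171.5 CPM in WT replicates 3 to 6. In replicates 1 and 2 alone, Gm9747, Smim5 and S100a8 had adjusted p-values of 0.116, 0.087 and 0.053 in edgeR's quasi-likelihood test, the highest of 27 alternatives for each, against lowest values of 0.00401, 3.96e-07 and 8.63e-23 in edgeR or DESeq2. Gm9747 was not past the threshold in the DESeq2 Wald test either (adjusted p = 0.109). Its WT reads come from 2 of 6 libraries, 110 in replicate 1 and 194 in replicate 5, and without WT replicate 5 its log2 fold change was 4.80.

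The TRAP libraries split by replicate number. On the first principal component, with 49.2% of the variance of 2000 genes, FI3KO replicates 3 to 6 lay between -47.2 and -33.6 and WT replicates 3 to 6 between 37.1 and 43.2, while replicates 1 and 2 of both groups lay between -7.4 and 3.2. Neither the labels nor the paper name a batch. An interaction of genotype with this split had an adjusted p of 0.05 or less for 3613 of 13624 genes in edgeR's quasi-likelihood test, and for 2861 of these the effect was larger in replicates 3 to 6. Of 1868 genes past the cutoffs in replicates 3 to 6, 1736 were tested in replicates 1 and 2, where 1002 of them (57.7%) changed in the same direction. Mislabelled libraries are excluded by Irf3-202, for which 0 libraries went against their label. A lower share of macrophage RNA in FI3KO is excluded as the whole cause of the larger effect, since 554 of the 1868 genes were higher in FI3KO. A difference in batch, in the age or the state of the mice, or in the course of the diet stays open, and none of these was tested. A fit with this split as a term gave 944 genes past the cutoffs.

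WT TRAP replicates 1 and 2 were closer to each other than other libraries of that group, with a chi-square of 2.54 per degree of freedom over the genes, against 8.41 to 129.95 for the other WT libraries, 16.88 to 267.89 between FI3KO libraries, 3.85 to 5.05 between WT libraries and 6.23 to 7.73 between FI3OE libraries of SVF-derived adipocytes. One library sequenced in parts would give about 1 by counting error alone. The noise that the estimate of reads per transcript adds was not measured, so that the value of 2.54 leaves this open. Whether the mice or the preparation of replicates 1 and 2 had more in common was not tested, and no biological explanation was tested.

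In FI3OE SVF-derived adipocytes all 13 protein-coding genes of the mitochondrial genome were lower with an adjusted p of 0.05 or less in edgeR's quasi-likelihood test, with a median log2 fold change of -0.952, from -1.414 to -0.328. They held between 1.01% and 1.16% of the reads in FI3OE and between 2.12% and 2.31% in WT. The genes were chosen after their values were seen, and no cause was tested.

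Named genes of the first experiment not given elsewhere had log2 fold changes in FI3OE of 0.73 for Ppp2r1b, -0.38 for Mlxipl, -0.20 for Pnpla2 and -0.21 for Ppargc1a, with adjusted p-values of 3.67e-07, 0.0078, 5.1e-04 and 0.0478 from edgeR's quasi-likelihood test. Over 19 alternatives the adjusted p ranged from 7.28e-04 to 0.0812 for Mlxipl, from 8.67e-09 to 0.619 for Pnpla2 and from 0.0313 to 0.656 for Ppargc1a, which was above 0.05 in 12 of them, 5 with one library left out (0.161 without WT replicate 2).

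The remaining lists were not past the threshold in limma's camera. In FI3OE the median log2 fold change was 0.08 for 20 NF-kB target genes (adjusted p = 0.0821) and 0.05 for 17 macrophage marker genes (adjusted p = 0.835), and NF-kB target genes had an adjusted p of 0.0323 without WT replicate 3. In FI3KO it was 0.26 for 16 lipogenic genes (adjusted p = 0.0549), 0.09 for 18 adipocyte marker genes (adjusted p = 0.546), -0.01 for 19 ER chaperone genes (adjusted p = 0.546), -0.16 for 8 mesothelial marker genes (adjusted p = 0.762) and 0.13 for 159 genes lower in FI3OE (adjusted p = 0.148). Lipogenic genes passed the threshold in limma's fry (adjusted p = 0.00389), in 6 of the 12 fits that each left out one library and in replicates 1 and 2 (median 0.57, adjusted p = 0.00104). Of the epididymal marker genes, 0 were tested in the TRAP libraries and 1 in the SVF-derived adipocytes, and of the mesothelial marker genes 4 were tested in the latter, fewer than a test needs.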
